# Single cell RNA sequencing reveals distinct clusters of Irf8-expressing pulmonary conventional dendritic cells

**DOI:** 10.3389/fimmu.2023.1127485

**Published:** 2023-05-12

**Authors:** Adan Chari Jirmo, Ruth Grychtol, Svenja Gaedcke, Bin Liu, Stephanie DeStefano, Christine Happle, Olga Halle, Joao T. Monteiro, Anika Habener, Oliver D. Breiholz, David DeLuca, Gesine Hansen

**Keywords:** conventional dendritic cells, single cell RNA sequencing, inflammation, tolerance, asthma

## Abstract

A single population of interferon-regulatory factor 8 (Irf8)-dependent conventional dendritic cell (cDC type1) is considered to be responsible for both immunogenic and tolerogenic responses depending on the surrounding cytokine *milieu*. Here, we challenge this concept of an omnipotent single Irf8-dependent cDC1 cluster through analysis of pulmonary cDCs at single cell resolution. We report existence of a pulmonary cDC1 cluster lacking Xcr1 with an immunogenic signature that clearly differs from the Xcr1 positive cDC1 cluster. The Irf8^+^Batf3^+^Xcr1^-^ cluster expresses high levels of pro-inflammatory genes associated with antigen presentation, migration and co-stimulation such as *Ccr7*, *Cd74*, *MHC-II*, *Ccl5*, *Il12b* and *Relb* while, the Xcr1^+^ cDC1 cluster expresses genes corresponding to immune tolerance mechanisms like *Clec9a*, *Pbx1*, *Cadm1*, *Btla* and *Clec12a*. In concordance with their pro-inflammatory gene expression profile, the ratio of Xcr1^-^ cDC1s but not Xcr1^+^cDC1 is increased in the lungs of allergen-treated mice compared to the control group, in which both cDC1 clusters are present in comparable ratios. The existence of two distinct Xcr1^+^ and Xcr1^-^ cDC1 clusters is furthermore supported by velocity analysis showing markedly different temporal patterns of Xcr1^-^ and Xcr1^+^cDC1s. In summary, we present evidence for the existence of two different cDC1 clusters with distinct immunogenic profiles *in vivo*. Our findings have important implications for DC-targeting immunomodulatory therapies.

## Introduction

As sentinels of the immune system, dendritic cells (DCs) play a critical role in mounting specific immune responses against pathogens while maintaining tolerance against autoantigens and innocuous environmental antigens like allergens (1, 2). DCs are a heterogeneous cell population with different subtypes that vary regarding phenotype, function and localization (3–6). Based on lineage determining transcriptional programs and functions, conventional DCs (cDCs) are subdivided into two major populations, type 1 (cDC1) and type 2 (cDC2) (7–10).

Type 1 conventional dendritic cells (cDC1) express Xcr1 and their differentiation is controlled by the transcription factors Irf8 and Batf3. On the other hand, cDC2s are characterized by expression of CD11b and SIRPα/CD172α as well as the transcription factor Irf4 (11–13). Although all cDCs are professional antigen processing and presenting cells, cDC1 and cDC2 cells differ in function. cDC2s are crucial for the induction of CD4^+^ T helper cell 2 (Th2) responses (12, 14, 15), while cDCs1 have superior cross-presenting potential and induce cytotoxic T cells against virus-infected cells or tumor cells and are therefore explored as tools for anti-virus or anti-tumor vaccination strategies (16–21). Furthermore, cDC1 are important for tolerance inception by inducing regulatory T cells and suppressing Th2 responses by IL-10 production (22–25).

Many studies have shown the dual tolerogenic or non-tolerogenic ability of cDC1 (17, 19, 24, 26–28), but the overall mechanisms driving cDC1’s dichotomous abilities are still not well defined. This raises the question whether two populations of cDC1 exist or whether functional diversity, i.e. induction of either immunity or tolerance, is completely shaped by the respective immune milieu, as suggested previously (24, 26–30).

In this study, we examine this question by analyzing pulmonary conventional dendritic cells at single cell level to interrogate heterogeneity within cDC1 and cDC2 populations based on well characterized transcriptional patterns (8, 12, 15, 26, 31). We additionally use oligonucleotide barcoded anti-Clec12A antibody to analyze the surface expression of the C-type lectin Clec12A on cDCs since, C-type lectins are involved in enhancing or dampening immune responses (32–37). Clec12A in particular, is associated with tolerance induction due to its triggering-ability of signaling *via* immune-receptor tyrosine-based inhibitory motif (ITIM) (32, 38).

In addition, we use murine models of pro-inflammatory T helper cell 2 (Th2) allergic asthma or anti-inflammatory allergen tolerance to investigate the contribution of distinct cDC subsets in the context of *in vivo* Th2-driven inflammation or tolerance.

Lastly, we apply velocity analysis of single-cell transcriptome data to explore directional trajectories of distinct DC clusters identified by single-cell transcriptome profiles.

Our findings challenge the concept of a single cDC1 population and support the existence of at least phenotypically distinct cDC1 clusters characterized by different expression levels of Xcr1. In our study, the two major Irf8-expressing cDC1 clusters identified by transcriptomic and velocity analysis show a tolerogenic (Xcr1^+^ cDC1s) or pro-inflammatory (Xcr1^-^ cDC1s) gene expression profile and velocity analysis of single-cell RNAseq data support distinct directional trajectories and cell fate.

## Results

### ScRNA sequencing reveals diversity in Irf8-expressing cDC1 both in steady state and under inflammatory conditions

We subjected mice to an OVA-induced experimental allergic asthma or allergen tolerance model and sorted conventional dendritic cells (cDCs) and macrophages from the lungs (**Supplementary Figure S1A**) of these as well as allergen-naive control animals for single cell RNA sequencing using the 10X Genomics platform (**Figure 1A**). 

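Droplet-based single cell RNA sequencing counted messenger RNA molecules by unique molecular identifiers (UMIs) in cells sorted from digested mouse lungs. Lungs of 8 female C57BL/6J mice were pooled for each of 3 treatments. The asthma mice were sensitized to ovalbumin (OVA) with Alum, an aluminium adjuvant, and challenged with intranasal OVA. The tolerance mice inhaled OVA before the same protocol, and the control mice received Alum without OVA. DCs were sorted as MHC-II high and CD11c high cells within the MerTK, CD64 and Ly6C negative gate, and macrophages were sorted as well. The cells of each treatment carried a hashtag antibody and an antibody tag against CLEC12A, and equal numbers were mixed and loaded on 2 lanes. The lanes are technical replicates, so each treatment rests on 1 pool of mice and no test between treatments was possible.

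The authors aligned the reads to mm10 with Cell Ranger 3.1.0 and STAR and assigned barcodes to treatments by their hashtags with Seurat 3.1.5, and the values used here are the resulting integer UMI counts. The 10901 barcodes held 8363753 and 9492610 UMIs in the lanes of the control pool, 10117013 and 11459855 in those of the asthma pool and 7897139 and 9549718 in those of the tolerance pool. Of the hashtag UMIs in each lane and pool, between 98.47% and 99.2% came from the hashtag of that treatment. Barcodes with over 20% mitochondrial UMIs, over 20000 UMIs or under 500 genes were removed, and after removal of doublets 9860 cells and 15471 genes remained. Cells were clustered with the Leiden algorithm at a resolution of 1 for all cells and 0.5 for DCs, and clusters were named from markers fixed before the data were examined. Because these classes were rebuilt, they are called cDC1-like or cDC2-like. Genes of 22 lists were held out of the DC clustering so that their levels could be compared between the classes. For those comparisons UMIs were summed per pool and class, with the lanes added, and tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with the pool as a block, at an adjusted p under 0.05. Intervals on shares of cells are exact binomial (Clopper-Pearson) and those on UMIs exact Poisson, both at 95%, and cover counting error only.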

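Among the 9860 cells of all treatments, 4991 alveolar macrophage-like cells formed the most numerous class, with Ear1, Chil3 and Krt79 among the leading genes of its clusters. It includes 232 cells of a cluster led by Stmn1 and Top2a and 324 of a cluster led by interferon genes such as Ifit1. Neither cluster had an alveolar marker among its 10 leading genes. The class made up 73.6% of the control cells, 44.3% of the asthma cells and 31.8% of the tolerance cells. Interstitial macrophage-like cells, marked by the complement genes C1qa, C1qb and C1qc, were 2.12%, 14.9% and 28.6% of the cells of the 3 treatments in the same order. DCs fell into 3 classes. Cells with the C-type lectin gene Cd209a and with Mgl2 were cDC2-like and made up 5.71%, 16.4% and 17.0% of the cells, against 3.44%, 3.85% and 3.28% for cells with Xcr1 and 1.04%, 5.22% and 2.79% for cells with Ccr7 and Fscn1. B cell-like cells with Cd79a and Ighm were 4.17%, 7.10% and 5.76%. Smaller classes were T cell-like (232 cells), neutrophil-like (88 cells), classical monocyte-like (41 cells) and nonclassical monocyte-like cells (350 cells). Median UMIs per cell ran from 1602 in the endothelial-like class to 7182 in the class with Xcr1. The shares also depend on how many macrophages and DCs were sorted.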

As shown in **Figure 1A**, unsupervised clustering and dimension reduction presentation using Uniform Manifold Approximation and Projection (UMAP) identified multiple cell populations which we could annotate based on various lineage specific transcriptomic patterns shown in **Supplementary Figure S1**. 

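When the 1950 DC-like cells (14209605 UMIs) were clustered again, 6 named classes were found, and 32 cells led by Chil3, Ctsd and Lyz2 stayed unnamed. The Xcr1+ cDC1-like class, led by Cd207 and Xcr1, held 385 cells, and the Xcr1- cDC1-like class, led by Ccl5, Fscn1 and Ccr7, held 311. Among cDC2-like cells, 230 fell in the Id2-high class with Mgl2 and Cd209a, 703 in the Id2-low class and 225 in the proliferating class with Top2a and Stmn1, which was also led by the interstitial macrophage genes C1qa, C1qb and C1qc. The Fcgr1+ cDC2-like class held 64 cells led by the interferon-induced genes Cxcl10, Rsad2 and Isg15. Of these 64 cells, 26 came from the asthma pool, 38 from the tolerance pool and 0 from the control pool, and each other class held cells of all 3 treatments. Median UMIs per cell were 7024 in the Xcr1+, 5513 in the Xcr1-, 7820.5 in the Fcgr1+, 10194 in the proliferating, 5108 in the Id2-high and 7171 in the Id2-low class. The number of classes depended on the clustering: no Fcgr1+ class was formed at a resolution of 0.3, where 59 of its 64 cells joined the Id2-low class, or without removal of doublets, where 34 fell in an unnamed cluster outside the DCs. With ComBat over lanes 31 of the 64 cells joined an interstitial macrophage-like cluster, and with scran size factors 32 joined a cluster outside the DCs led by interferon-induced genes such as Cxcl10 and Isg15, which the marker score named alveolar macrophage-like, and 5 an interstitial macrophage-like cluster. From 10 other random starts of the clustering the class held between 0 and 114 cells and was missing in 2 of them, whereas the Xcr1- class held between 287 and 351.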

Further clustering of DCs resulted in six sub-clusters in the lungs of the mice subjected to the experimental allergen or tolerance model whereas there were only five sub-clusters in the lungs of control animals (**Figure 1B**). Clusters 2 and 3 were identified as cDC1 due to their expression of *Batf3* and *Irf8* while, clusters 1,4 and 5 showed *Irf4*, *Itgam* and *Sirpa* expression and thus classified as cDC2s (**Figure 1C**). 

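The transcription factor gene Irf8 (chromosome 8 of GRCm38, 120736358 to 120756694) separated the cDC1-like from the cDC2-like classes, whereas Batf3 (chromosome 1, 191097847 to 191108945) was measured in all of them. Irf8 stood at 1581 CPM (interval 1536 to 1627) in the Xcr1+ class and 479 (447 to 512) in the Xcr1- class, against 56.0 in the Id2-low, 37.2 in the proliferating and 6.76 in the Id2-high class. Batf3 stood at 222 and 338 CPM in the Xcr1+ and Xcr1- classes and at 206, 169 and 140 in the Id2-low, proliferating and Id2-high classes. An Irf8 UMI was found in 92.2% of Xcr1+ cells and 54.0% of Xcr1- cells, and with each cell thinned to 2000 UMIs in 86.1% and 40.4%. In the Fcgr1+ class it was found in 32.8% of 64 cells (interval 21.6 to 45.7). Neutrophil-like cells had one in 6.82%, at a median depth of 1673.5 UMIs against 7024 in the Xcr1+ class.

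Irf4 (chromosome 13, 30749226 to 30766976), a transcription factor of cDC2, stood at 87.9, 77.4 and 67.9 CPM in the Id2-high, Id2-low and proliferating classes, at 11.7 in the Xcr1+ class and at 73.1 in the Xcr1- class. The integrin gene Itgam (chromosome 7, 128062640 to 128118491) stood at 171, 84.7 and 101 in the 3 cDC2-like classes in the same order and at 5.16 and 3.35 in the Xcr1+ and Xcr1- classes. Sirpa (chromosome 2, 129592835 to 129632228), which encodes CD172a, stood at 232, 223 and 279 in the 3 cDC2-like classes, 8.94 in the Xcr1+ and 137 in the Xcr1- class. These values add the 3 pools, and all 5 genes were held out of the clustering.

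**Figure D1:**
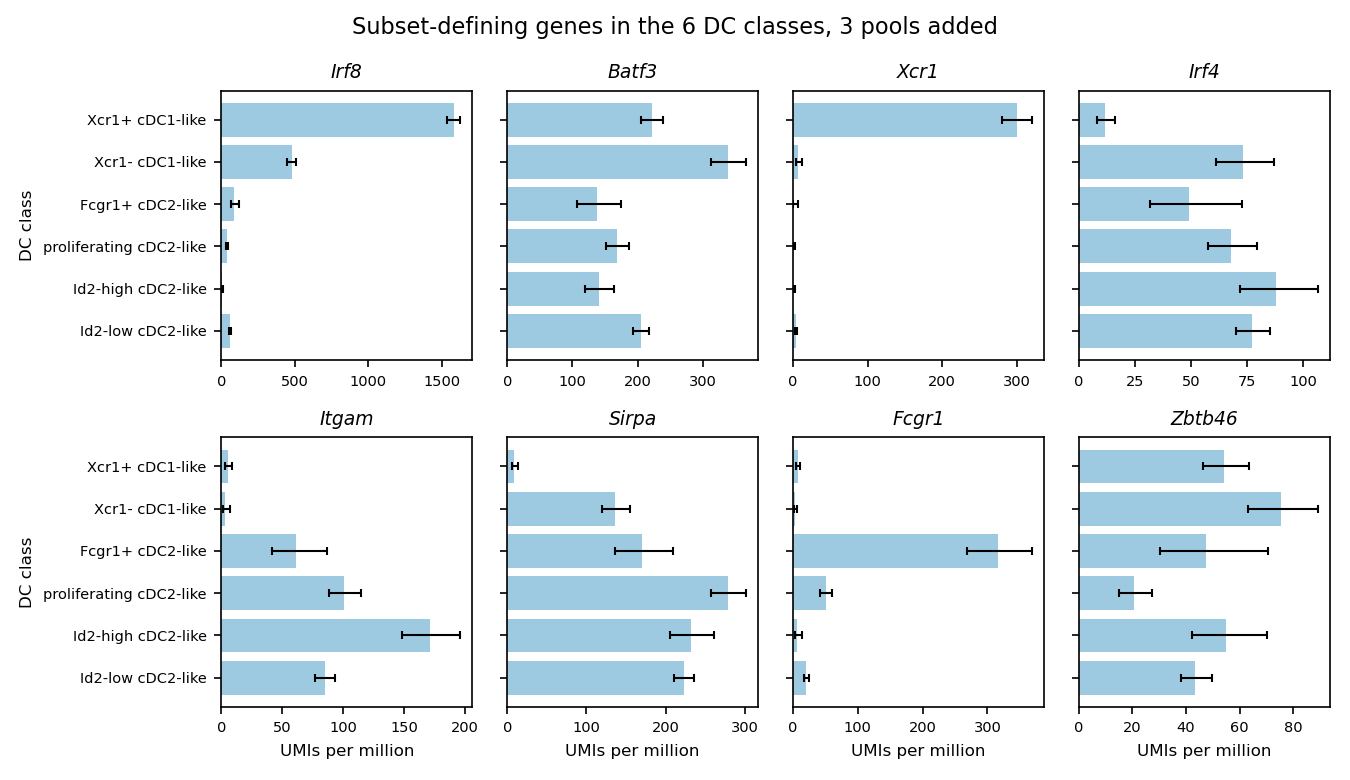
CPM of 8 genes in the 6 named DC classes, with the 3 pools added and exact Poisson intervals as bars. Irf8 was higher in the Xcr1+ and Xcr1- classes than in the cDC2-like classes, while Batf3 lay between 138 and 338 CPM.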

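Among the classes with Irf8, the chemokine receptor gene Xcr1 (chromosome 9 of GRCm38, 123852315 to 123862029) was measured at 300.0 CPM (interval 280 to 321) in the Xcr1+ class and at 7.26 (3.86 to 12.4) in the Xcr1- class. It had a UMI in 69.9% of the 385 Xcr1+ cells and 2.57% of the 311 Xcr1- cells, against 0.431% of the T cell-like cells, whose median depth was 2252 UMIs. No Xcr1 UMI was found in the 64 Fcgr1+ or the 230 Id2-high cells, and 3.66 CPM were found in the Id2-low class. Itgam had a UMI in 55.2%, 37.7% and 49.8% of the Id2-high, Id2-low and proliferating cells and Sirpa in 64.8%, 72.7% and 84.9%, against 2.99% and 9.84% of the B cell-like cells at a median of 1859 UMIs. In the control pool Xcr1 stood at 304 CPM in the 97 Xcr1+ cells and 17.1 in the 28 Xcr1- cells. Xcr1 was used in the clustering and is a marker of the first class, so its level describes how the classes were defined.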

Whereas all cDC2 clusters expressed *Itgam* and *Sirpα* as expected (**Figure 1D**), surprisingly, *Xcr1* which is characteristically expressed on the cDC1 subset was not expressed by all the clusters expressing Irf8^+^ and Batf3^+^ (**Figures 1D, E**). Also, in the lungs of animals treated with allergen in order to induce either experimental asthma or tolerance, we found an additional cDC population (Cluster 6, **Figure 1B**) which expressed *Irf8*, *Batf3* as well as low levels of *Irf4*, *Sirpa* and *Itgam* (**Figure 1C**). Furthermore, alongside this ambiguity for subpopulation defining genes, this cluster was exclusively positive for *Fcgr1* and showed high expression of genes associated with interferon-response (**Figure 1C**) and thereby resemble a previously described population of inflammatory cDC2 (30, 39). 

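In the pools of the asthma and tolerance mice, Irf8 had 45 UMIs in the Fcgr1+ class. Its level was below the 1526 ± 92.8 CPM (SD, n = 2 pools) of the Xcr1+ class, with a log2 fold change of -4.09 (standard error 0.18, adjusted p = 3.41e-17 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was also below the 525 ± 18.3 of the Xcr1- class, with a log2 fold change of -2.55 (standard error 0.19, adjusted p = 9.42e-12). Batf3 stood at 140 ± 3.13 CPM, against 231 in the Xcr1+ and 368 in the Xcr1- class, with log2 fold changes of -0.71 (adjusted p = 0.0111) and -1.38 (adjusted p = 2.95e-06). Irf4, at 50.3 ± 2.77, was higher than in the Xcr1+ class by 2.36 on the log2 scale (adjusted p = 1.27e-04), and its log2 fold change against the Xcr1- class was -0.74 (adjusted p = 0.0990). Sirpa, at 171 ± 6.93, was higher than in the Xcr1+ class by 4.15 (adjusted p = 2.70e-11) and differed from the Xcr1- class by 0.21 (adjusted p = 0.563). Itgam, at 64.5 ± 22.9, was higher than in the Xcr1+ class by 3.57 (adjusted p = 7.75e-06) and than in the Xcr1- class by 4.07 (adjusted p = 8.92e-06). The lower Irf8 against the Xcr1- class did not hold under 5 of 15 alternatives, where its log2 fold change ran from -0.04 to 0.33. Under 3 of them the direction turned, and the Fcgr1+ class then held other cells. Of its cells, 48 of 90 with ComBat over lanes and 47 of 78 with scran were Xcr1+ in the main clustering. With clustering on a random part of the UMIs 41 of 115 were. ComBat and scran are steps that the paper's methods name, and the main clustering used neither. The lower Batf3 against the Xcr1+ class passed in 6 of 17.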

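Fcgr1 (chromosome 3 of GRCm38, 96282909 to 96293969), which encodes the Fc receptor CD64, stood at 316 CPM (interval 269 to 369) in the Fcgr1+ class. It was 50.8 (interval up to 60.9) in the proliferating, 20.0 in the Id2-low, 7.22 in the Xcr1+, 6.76 in the Id2-high and 2.79 in the Xcr1- class. The share of cells with an Fcgr1 UMI was 62.5% (49.5 to 74.3) in the Fcgr1+ class, 23.6% in the proliferating, 9.67% in the Id2-low and 3.38% in the Xcr1+ class, against 1.23% of B cell-like cells at a median of 1859 UMIs. Outside the DCs, interstitial macrophage-like cells held 183 and classical monocyte-like cells 193 CPM of Fcgr1. The genes by which the class was named, such as Isg15 and Rsad2, are themselves interferon-induced, so the interferon-response genes of a list held out of the clustering are not independent of the class's definition. Isg15 and Irf7 also differed between treatments inside the Xcr1+ class, with 521 and 366 UMIs in the asthma pool against 10 and 8 in the control pool. Cells positive for CD64 protein were excluded from the sorted DCs, but macrophages were sorted as well.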

We therefore annotated cluster 6 as Xcr1^-^Irf8^+^Fcgr1^+^ cDC2 (**Figure 1E**). In summary, our data confirmed previously described heterogeneity of cDC2 populations under conditions of experimental allergic airway disease, allergen tolerance and control conditions (40). Moreover, using single-cell resolution, we also demonstrate existence of two clusters of cDC1 in steady state which can be differentiated based on expression of Xcr1. In addition, we identified and confirmed a recently published inflammatory cDC2 population with a high expression of *Fcgr1* and interferon-inducing genes in the lungs of the allergen-exposed animals (39).

**Figure 1:**
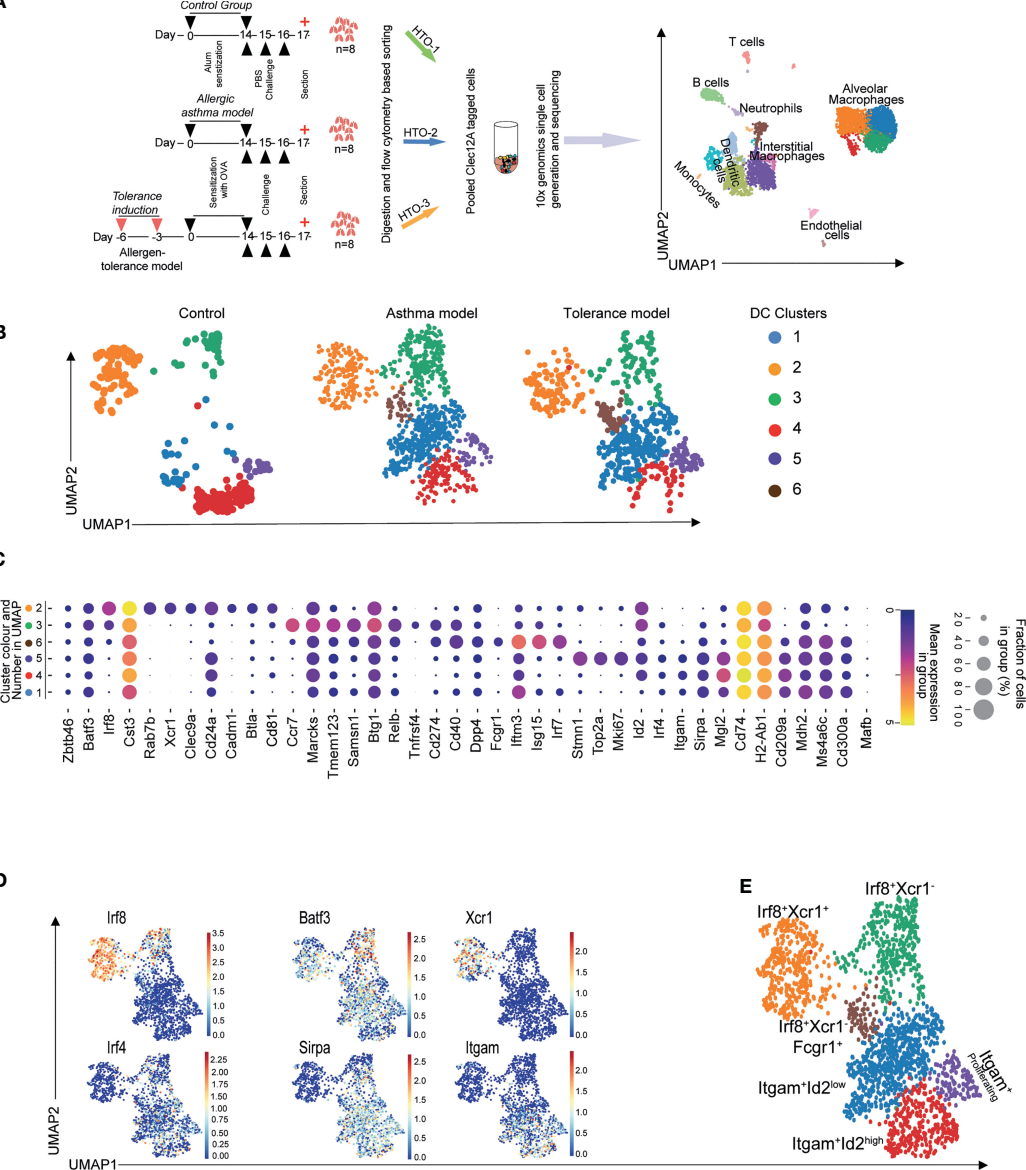
scRNASeq reveals heterogeneity of murine pulmonary cDC. Macrophages and cDCs were sorted from mice subjected to the OVA-induced model of asthma or tolerance as well as allergen-naïve control mice followed by 10x genomics platform based single cell generation and sequencing **(A)**. Unsupervised clustering shows various populations which were identified based on their transcriptomic patterns **(A)**. Clustering revealed multiple DC subpopulations in all treatment conditions **(B)**. cDC subsets determining transcriptomic signatures **(C, D)** were used to annotate Irf8 and Irf4 dependent cDC populations **(E)**. Lungs from n=8 animals were pooled, digested and single cells sorted. Technical replicates were done for the 10X genomics based single cell generation and subsequent sequencing.

### Expression of Xcr1 defines a cDC1 cluster with a tolerogenic transcriptome signature

We first focused on data of the allergen-naïve control mice to characterize the identified clusters. We carried out differential gene expression analysis between cDC1 and cDC2 as depicted by the volcano plot (**Figure 2A** left). 

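Across the 3 pools, Irf8 was higher in the cDC1-like than in the cDC2-like classes, at 1310 ± 227 against 56.2 ± 35.3 CPM (SD, n = 3 pools), a log2 fold change of 4.76 (standard error 0.20, adjusted p = 1.33e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Itgam was lower, at 4.24 ± 1.19 against 112 ± 45.6 (log2 fold change -4.38, standard error 0.24, adjusted p = 3.09e-09), and so was Sirpa, at 48.6 ± 30.8 against 223 ± 5.17 (-2.10, standard error 0.22, adjusted p = 3.85e-06). Batf3 differed less, at 248 ± 82.7 against 162 ± 38.5 (0.62, standard error 0.13, adjusted p = 0.00168), and Irf4 was lower at 33.0 ± 10.1 against 69.5 ± 9.40 (-1.0, standard error 0.17, adjusted p = 2.70e-04). In the control pool, which the study compared, Irf8 stood at 1534 against 93.8, Itgam at 3.01 against 165, Sirpa at 18.1 against 218, Batf3 at 160 against 132 and Irf4 at 22.6 against 66.2 CPM. Ccr7, the receptor that guides DCs to lymph nodes, had a log2 fold change of 6.09 and Id2, a transcription factor gene of cDC1, of 2.35. The cDC1-like side includes the Xcr1- class, which Ccr7 and Fscn1 lead, so the fold of Ccr7 is not one of lineage alone. All 20 genes that the study calls inflammatory in Xcr1- cells were higher in the cDC1-like classes.

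Of 14 genes of the cDC1 lineage tested, 12 were higher, 0 were lower and 2 did not pass (13 higher when adjusted over the list alone), among them Cd207 (6.11), Tlr3 (4.24), Cadm1 (3.96) and Clec9a (3.85). These folds, and the numbers of genes called below, are of both cDC1-like classes together. They mix lineage with what sets the Xcr1- class apart. Of 13 cDC1 lineage genes tested between the Xcr1- and Xcr1+ classes, 11 were lower in the Xcr1- class. Of 14 genes of the cDC2 lineage, 13 were lower and 1 did not pass (14 lower adjusted over the list alone), among them Cd33 (-4.30) and Clec4a2 (-4.12). All 15 macrophage genes tested were lower, with C1qa at 3.04 ± 1.42 against 212 ± 85.8 CPM, and the proliferating class is led by the same gene. The cDC1 and cDC2 lineage lists and the macrophage list differed from other genes in limma's camera at adjusted p = 1.43e-12, 1.13e-09 and 1.21e-11, and at adjusted p = 0.207, 0.227 and 0.217 with an estimated correlation. Outside the lists and the genes used for clustering, Siglece (-5.34), Smim5 (-4.92), Cd300ld (-4.02) and Sh2d1b1 (-3.91) had the largest fold changes of those that passed in a separate random part of the UMIs. In all, 1408 genes were higher and 1204 lower among 9050 tested, at 725995 to 2542725 UMIs per library for the cDC1-like and 1028859 to 4403593 for the cDC2-like cells. Without the block for the pool 1340 genes were called, with DESeq2 1285, and between 1440 and 3303 when a lane or a pool was left out. Without the proliferating cluster 2260 were called. Of these, 2016 were also called with it, but only 1966 in the same direction. With a floor of 1200 genes per cell Irf4 had a log2 fold change of 0.20, Irf8 of 0.85 and Tlr3 of 0.40, but other cells were compared there, since 151 of the 153 cells then named proliferating cDC2-like were Xcr1+ cells in the main clustering.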

Further gene analysis shows the Xcr1^+^ and Xcr1^-^ clusters of cDC1 sub population also express different genes (**Figure 2A** right). In order to understand functional differences between Xcr1^+^Irf8^+^Batf3^+^ cDC1 and Xcr1^-^ Irf8^+^Batf3^+^ cDC1 clusters, we assessed differential gene expression in allergen-naïve control mice that had not been referred to the allergic asthma model or allergen tolerance model (**Figure 2B**; **Supplementary FigureS2**). 

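In the control pool, 3539 genes had at least 1 UMI in the 97 Xcr1+ cells and none in the 28 Xcr1- cells, 375 genes had the opposite pattern, and 7303 genes were detected in both classes. Depth differed between them, with 608938 UMIs in the Xcr1+ and 117057 in the Xcr1- class. Of the 3914 genes found in only 1 class, 56.1% had at most 3 UMIs. After both classes were thinned to 117057 UMIs, 1838 genes were found only in the Xcr1+ and 1305 only in the Xcr1- class. Some genes of only 1 class were abundant there. Ccr2 and Ccl4, a chemokine receptor and a chemokine gene, had 313 and 280 UMIs in the Xcr1+ class, followed by Rab7b with 205 and the integrin gene Itgae with 197. In the Xcr1- class the costimulatory receptor gene Tnfrsf4 had 30 and the transcription factor gene Stat4 had 20. These were chosen after their values were seen, from genes held out of the clustering.

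Over the 3 pools, 1384 genes were higher and 1492 lower in the Xcr1- than in the Xcr1+ class among 6602 tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (n = 3 pools per class). Of these, 846 of the higher and 1246 of the lower genes were neither on a list nor used for clustering. Among such genes that also passed in a separate random part of the UMIs were Klhl6 (-5.51), Fam149a (-5.48), Parvg (-5.42), Arsb (-5.36) and Gna15 (-5.23). Asf1b, a histone chaperone, and Rgs14 had 131 and 89 UMIs in the Xcr1+ class and 0 in the Xcr1- class. Libraries held 608938 to 1349277 UMIs for the Xcr1+ and 117057 to 1193448 for the Xcr1- class. The number of genes called was 1600 with DESeq2, 1718 with a floor of 1200 genes per cell, and between 1549 and 3568 when a lane or a pool was left out.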

We identified 1892 genes that were differentially expressed between the two cDC1 clusters with the Xcr1^+^ subset expressing 995 and the Xcr1^-^ subset expressing 897 unique genes (**Figure 2B**). In order to understand differences between the two clusters, we carried out enrichment analysis of gene sets of both clusters for biological processes on Gene Ontology (GO) terms and observed significantly different enrichment patterns for the processes between the two clusters (**Figure 2C**). Based on enrichment scores, we observed several GO Terms associated with inflammatory responses that were enriched in Xcr1^-^Irf8^+^Batf3^+^ cDC1 transcriptome as compared to the Xcr1^+^Irf8^+^Batf3^+^ cDC1 transcriptome (**Figure 2C**). This observation points towards a more activated state or propensity for activation of the Xcr1^-^ cluster prior to antigen exposure.

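Genes of the NF-kB and TNF response were mostly higher in the Xcr1- than in the Xcr1+ cDC1-like class. Of 25 tested, 22 were higher, 1 was lower and 2 did not pass (22 higher and 1 lower when adjusted over the list alone), among them the apoptosis inhibitor gene Birc2 with a log2 fold change of 3.96 (standard error 0.23, adjusted p = 7.24e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, n = 3 pools), Tank (2.96) and Tnfrsf1b (2.83). Of 14 genes of costimulation and checkpoints, 11 were higher and 2 lower (the same counts over the list alone), with Tnfrsf9 at 5.92 and Cd200 at 3.75. Of 21 cytokine and receptor genes, 11 were higher and 5 lower, led by Il7r (4.76) and Il15ra (4.37), and of 21 chemokine, receptor and migration genes 11 were higher and 8 lower. Survival genes (11 of 18 higher and 0 lower, 12 and 1 over the list alone), with Bcl2l14 at 3.70 and Serpinb9 at 3.04, and immunoregulatory genes of mature DCs (9 of 14 higher and 1 lower, 10 and 1 over the list alone), with Aldh1a2, an enzyme of retinoic acid synthesis, at 6.18, moved in the same direction. Among MHC class I genes 9 of 17 were higher and 2 lower (10 and 2 over the list alone), with H2-K1 at 1.65 and B2m at 1.52, and 10 of 16 genes of the actin cytoskeleton were higher and 4 lower.

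Lower in the Xcr1- class were 18 of 20 genes of cell division (19 over the list alone), such as Rrm2 with 1 UMI against 256 in the Xcr1+ class. Of these 256, 245 lay in the deeper of the 2 clusters that make up the Xcr1+ class. The leading genes of that cluster include Hmgb2 and Rrm2. Scaled to total UMIs, it held 181.4 CPM of Rrm2 and 5864 of the list, against 7.07 and 2298 in the other cluster, so depth alone does not set it apart. Without that cluster only 6 of the genes could be tested, with 3 lower and 1 higher, and the list stood at 2298 CPM in the remaining Xcr1+ cells and 2628 in the Xcr1- class. Also lower were 7 of 13 genes of glycolysis with 1 higher, such as the glucose transporter gene Slc2a1 (-1.86). Endosome and lysosome genes went both ways, with 5 of 21 higher and 9 lower, Lamp1 at 3.59 and Itgae at -4.78. None of 9 pattern recognition genes was higher and 3 were lower, and of 34 interferon-response genes 9 were higher and 5 lower. The macrophage genes Lyz2 (-1.84) and Cd68, the only members of that list with enough counts to be tested, were lower, and of 3 monocyte genes 1 was higher and 1, Ccr2, was lower (-4.01).

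In limma's camera with a preset correlation of 0.01, 12 of the 22 lists passed, among them NF-kB (adjusted p = 1.16e-09), cell division (2.68e-10), costimulation and survival (1.85e-04 each) and immunoregulatory genes (1.34e-05), each at adjusted p = 0.141 with an estimated correlation. Cytokine, actin and MHC class I genes passed at adjusted p = 0.0185, 0.0235 and 0.0294, and stood at adjusted p = 0.228, 0.228 and 0.436 with an estimated correlation. No list passed with an estimated correlation. The Gene Ontology terms of the study were tested with another tool and on the control cells, which are 1 pool here.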

**Figure 2:**
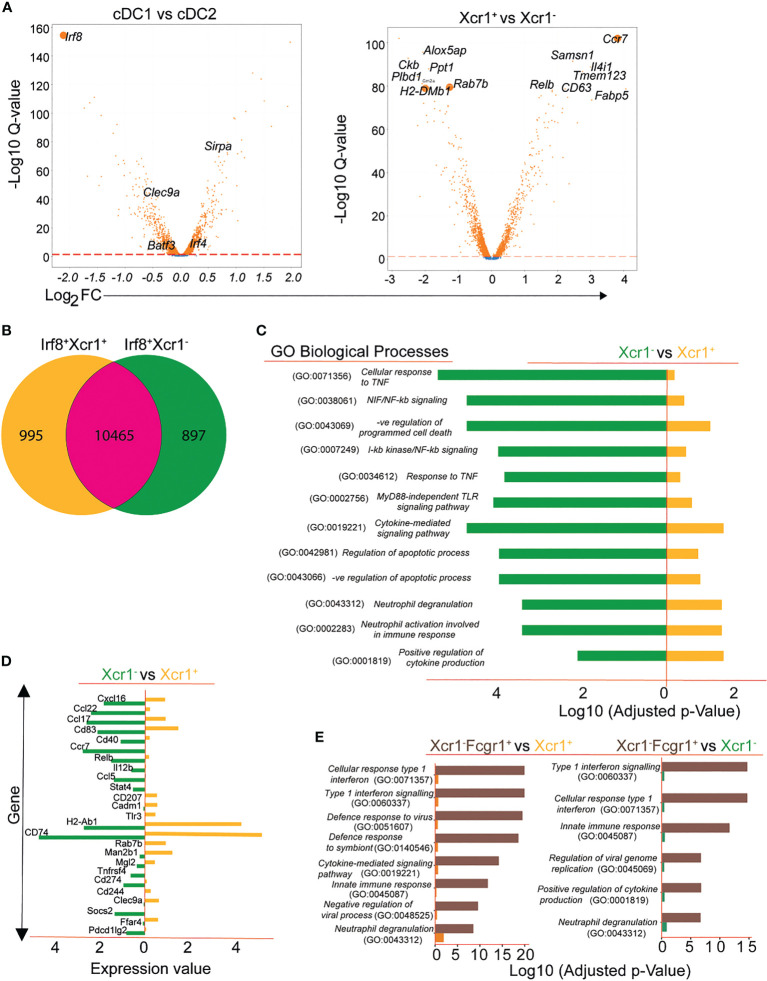
Transcriptional patterns and functional heterogeneity of cDC1 clusters. Conventional DC1 were characterized based on expression of Irf8 and Batf3 and DC2 based on Irf4 and SIRP-α **(A)**. Volcano plot showing subdivision of Irf8-expressing cDC1 based on Xcr1 expression (**A**, right). Differential gene expression depicted using Venn diagram showing DGEs between Xcr1+ and Xcr1- cDC1 **(B)** and gene ontology results of various biological processes differentially regulated in the 2 cDC1 clusters **(C)**. A selection of functionally important genes differentially expressed between Xcr1+ and Xcr1- cDC1 clusters **(D)** and a comparative analysis of biological processes between Xcr1^-^Fcgr1^+^ cDC2 cluster and the cDC1 clusters Xcr1^+^Irf8^+^ and Xcr1^-^Irf8^+^ **(E)**.

For efficient stimulation of resting T cells, DCs are equipped with a repertoire of costimulatory molecules (1, 2, 4, 41–43). Analysis of the transcriptomic patterns of Xcr1^+^ cDC1s and Xcr1^-^ cDC1s revealed high expression of markers associated with T cell activation (*MHCII* complex, *H2-Ab1*, *Cd74*) and *Clec9a* in the Xcr1^+^ cDC1 cluster and high expression of genes associated with inflammation such as *Relb*, *Ccl22*, *Ccl5* and *Socs2* amongst others in the Xcr1^-^ cluster (**Figure 2D**). Thus, transcriptional expression of the chemokine receptor Xcr1 identifies a cDC1 cluster with tolerogenic properties while absence of Xcr1 identifies a pro-inflammatory cluster of cDC1 as indicated by high expression of genes relevant for migration, antigen uptake and presentation as well as maximal T cell stimulation. 

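H2-Ab1 (chromosome 17 of GRCm38, 34257689 to 34269419), which encodes a chain of the MHC class II molecule, was lower in the Xcr1- than in the Xcr1+ class, at 4847 ± 2182 against 10130 ± 979 CPM (SD, n = 3 pools). Its log2 fold change was -1.16 (standard error 0.27, adjusted p = 0.00287 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cd74 (chromosome 18, 60803848 to 60812652), the invariant chain gene, stood at 18910 ± 4202 against 25100 ± 3404 (-0.42, standard error 0.21, adjusted p = 0.125), and H2-Aa and H2-Eb1 did not pass either (-0.53 and -0.36, adjusted p = 0.0924 and 0.219). Of 13 MHC class II genes, 5 were higher and 4 lower (5 and 4 over the list alone, adjusted p = 0.95 in camera). Among them were H2-Eb2 at 3.25, Lgmn at 2.79, H2-DMb1 at -2.70 and H2-Ob at -1.97. Without the deeper Xcr1+ cluster 4 were higher and 7 lower, and the median log2 fold change was -0.65 in place of -0.36. Clec9a (chromosome 6, 129408862 to 129424763), a receptor for dead cells, was lower in the Xcr1- class, at 13.2 ± 12.5 against 159.5 ± 14.6 (-4.37, standard error 0.33, adjusted p = 9.05e-08).

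Relb (chromosome 7, 19606217 to 19629438), an NF-kB subunit gene, stood at 841 ± 277 in the Xcr1- against 57.6 ± 14.8 in the Xcr1+ class (3.72, standard error 0.25, adjusted p = 2.52e-08). The chemokine gene Ccl22 (chromosome 8, 94745590 to 94751699) stood at 2639 ± 639 against 453 ± 282 (2.72, standard error 0.31, adjusted p = 4.50e-06) and Socs2 (chromosome 10, 95385362 to 95417180), a suppressor of cytokine signaling, at 608 ± 70.4 against 11.4 ± 2.64 (5.69, standard error 0.23, adjusted p = 3.54e-10). For Ccl5 (chromosome 11, 83525778 to 83530518) the pools differed widely, with 8886 CPM in the control, 1669 in the asthma and 1960 in the tolerance pool of the Xcr1- class, against at most 15.2 in the Xcr1+ class (8.41, standard error 0.39, adjusted p = 7.47e-10). In the control pool, the samples of Fig. 2D, H2-Ab1 stood at 2346 in the Xcr1- and 11260 in the Xcr1+ class, Cd74 at 14100 and 28760, Clec9a at 27.6 and 174, and Relb at 1159 and 40.5. All 20 genes of the list of inflammatory genes named by the study were higher and all 19 of its tolerogenic or cross-presenting genes lower, which is not independent evidence since the study chose them on these cells. From the Fig. 2D genes the paper concludes that Xcr1 marks a cDC1 cluster with tolerogenic properties and that its absence marks a pro-inflammatory one.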

As we have mentioned above, we observed a third cluster which expressed *Irf8* in the lungs of mice subjected to either asthma or tolerance protocol. The third *Irf8* expressing cluster in allergen-exposed mice shares many similarities with a recently described inflammatory cDC2 (39) as shown by high *Fcgr1* expression and genes of the interferon-signaling pathways (**Figures 1C**, **S2**). This was also evident when we carried out a comparative analysis of significantly regulated gene ontology terms of this cluster with both the Xcr1^+^ and Xcr1^-^ cDC1 clusters (**Figure 2E**).

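Interferon-response genes were higher in the Fcgr1+ class than in both cDC1-like classes in the asthma and tolerance pools (n = 2 pools). Ifit3 (chromosome 19 of GRCm38, 34583531 to 34588731) stood at 777 ± 165 CPM in the Fcgr1+ class, 15.5 ± 0.682 in the Xcr1+ and 24.3 ± 2.11 in the Xcr1- class. Its log2 fold changes were 5.62 (standard error 0.22, adjusted p = 5.50e-18) and 4.90 (standard error 0.23, adjusted p = 2.26e-16) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Irf7 (chromosome 7, 141262706 to 141266481), a transcription factor that amplifies the interferon response, stood at 1386 ± 489.5 against 289 and 132 (log2 fold changes of 2.25 and 3.32). Ifit3b (6.28 and 6.07) and Ifit1bl1 (5.62 and 7.18) were among the members with the largest folds. Fcgr1 was higher by 5.12 on the log2 scale than in the Xcr1+ class (standard error 0.28, adjusted p = 9.66e-15) and by 6.46 than in the Xcr1- class (standard error 0.37, adjusted p = 3.28e-14). The Fcgr1+ libraries held 210228 UMIs from 26 asthma cells and 296625 from 38 tolerance cells. Cst3, a gene high in DCs, was lower in the Fcgr1+ than in the Xcr1- class (-2.01, adjusted p = 6.46e-19), but its log2 fold change was between 0.02 and 0.36 under 4 of 15 alternatives. Under these 4 the Fcgr1+ class held other cells as well. Xcr1+ cells of the main clustering made up 54 of 121 with no gene held out and 51 of 112 at a resolution of 0.8. They made up 48 of 90 with ComBat over lanes and 47 of 78 with scran.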

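Of 42 interferon-response genes tested, 41 were higher in the Fcgr1+ than in the Xcr1+ class and 39 were higher than in the Xcr1- class, and none was lower in either comparison (42 and 40 higher when adjusted over the list alone). The list stood out from other genes at adjusted p = 4.17e-29 and 1.06e-22 in limma's camera, and at adjusted p = 0.138 and 0.177 with an estimated correlation. Of 13 MHC class II genes, 10 were higher and 0 lower against the Xcr1+ class, with Lgmn at 2.25 and Ctss at 2.03 (adjusted p = 5.64e-04, and adjusted p = 0.211 with an estimated correlation). Against the Xcr1- class 10 were higher and 2 lower, with H2-DMb1 at 2.21 and H2-Ab1 at 1.05 (adjusted p = 0.00833, and adjusted p = 0.353 with an estimated correlation).

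Genes of the NF-kB and TNF response were compared with both cDC1-like classes. Against the Xcr1+ class 14 of 25 were higher and 0 lower (15 and 0 over the list alone, adjusted p = 1.36e-06, and adjusted p = 0.185 with an estimated correlation), and against the Xcr1- class 1 was higher and 17 were lower (2 and 18 over the list alone, adjusted p = 0.00233, and adjusted p = 0.294 with an estimated correlation). Relb was higher than in the Xcr1+ class by 1.62 and fell by 1.77 on the log2 scale against the Xcr1- class, and Ccr7 had a log2 fold change of -3.94 against the Xcr1- class. Of 20 genes that the study calls inflammatory in Xcr1- cells, 11 were higher and 4 lower than in the Xcr1+ class, and 0 were higher and 18 lower than in the Xcr1- class. Il12b had no UMI in the Fcgr1+ cells and 213 and 423 UMIs in the Xcr1+ and Xcr1- cells of these pools. However, its log2 fold change lay between 1.13 and 5.72 over the Xcr1+ class under 7 of 17 alternatives that drew the Fcgr1+ class differently. Over the Xcr1- class it lay between 0.33 and 1.04 under 3 of 15. The redrawn Fcgr1+ class took in Xcr1+ cells of the main clustering. They were 54 of 121 with no gene held out, 47 of 78 with scran and 1 of 68 with a floor of 1200 genes. Cd74 was higher than in the Xcr1+ class by 0.31, and its log2 fold change was -0.07 and -0.08 under 2 alternatives. Of 11 cDC2 lineage genes 9 were higher than in the Xcr1+ class (adjusted p = 6.35e-07 in camera, and adjusted p = 0.185 with an estimated correlation) and 5 were higher and 2 lower than in the Xcr1- class (adjusted p = 0.361). The cDC1 lineage list had 1 higher and 9 lower of 13 genes against the Xcr1+ class and 4 higher and 0 lower against the Xcr1- class. Of 6 macrophage genes tested 4 and 6 were higher, and the monocyte gene Ly6c2 was higher by 4.25 and 4.97. In all, 873 genes were higher and 599 lower than in the Xcr1+ class and 900 higher and 906 lower than in the Xcr1- class, of 7136 tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With DESeq2 these were 539 higher and 167 lower, and 927 in all. Leaving out a lane gave 846 and 658 genes in all against the Xcr1+ class and 1161 and 780 against the Xcr1- class.

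**Figure D2:**
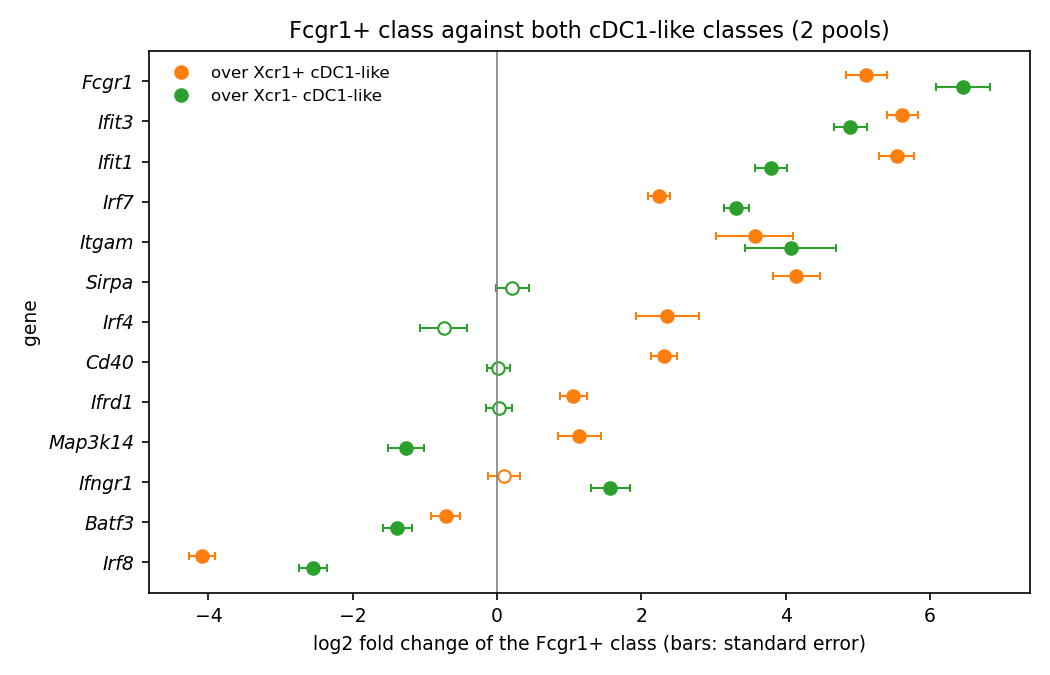
Log2 fold change (points) and standard error (bars) of genes in the Fcgr1+ class over the Xcr1+ class and over the Xcr1- class, from the asthma and tolerance pools. Open symbols did not pass an adjusted p of 0.05. Over the Xcr1+ class Ifit1, Ifit3 and Fcgr1 were the highest of the genes drawn, and Irf8 was below 0 in both comparisons.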

### Elevated frequencies of pulmonary Xcr1^-^Irf8^+^Batf3^+^ cDC1 in experimental allergic asthma

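Among the 332 control, 1006 asthma and 612 tolerance DCs, the Xcr1- cDC1-like class made up 8.43% (interval 5.68 to 12.0), 20.8% (18.3 to 23.4) and 12.1% (9.62 to 14.9). The intervals of the asthma pool did not overlap those of the other pools. Its values were 8.33% and 8.55% in the 2 lanes of the control pool, 22.1% and 19.4% in those of the asthma pool and 13.1% and 11.0% in those of the tolerance pool. The Xcr1+ cDC1-like class made up 29.2% (24.4 to 34.4), 18.0% (15.7 to 20.5) and 17.5% (14.6 to 20.7) of the same DCs, and its control lanes stood at 33.3% and 24.3%. The ratio of Xcr1- to Xcr1+ cells was 0.289 (0.183 to 0.443) in the control, 1.155 (0.942 to 1.42) in the asthma and 0.692 (0.507 to 0.939) in the tolerance pool. Counted the other way, as the origin of each class's cells, 25.2% of Xcr1+ cells came from the control, 47.0% from the asthma and 27.8% from the tolerance pool, and the same shares of Xcr1- cells were 9.00%, 67.2% and 23.8%. Among all kept cells in place of DCs, the intervals of the class with Xcr1 overlapped between the 3 pools. With 1 pool per treatment the intervals hold counting error but not the difference between mice. A floor of 1200 genes per cell gave ratios of 2.55 and 2.45 in the asthma and tolerance pools, where 173 of the 353 Xcr1+ cells still among DCs kept that class and 151 were named proliferating cDC2-like, against 254 of 277 Xcr1- cells that kept theirs.

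**Figure D3:**
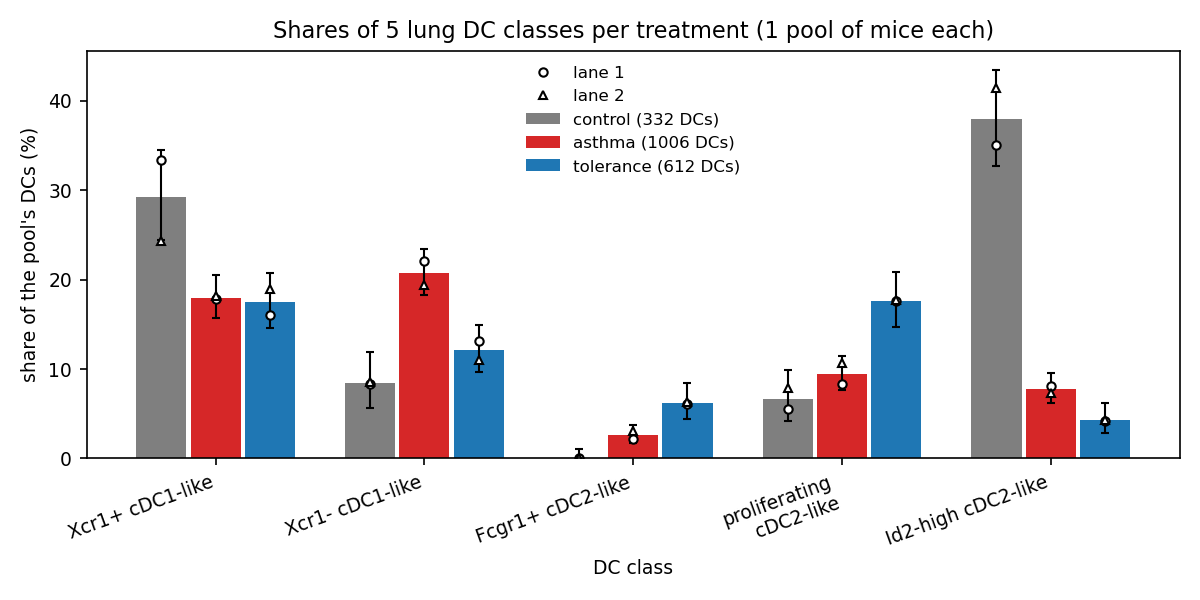
Share of each pool's DCs in 5 classes (bars, percent) for control, asthma and tolerance, with exact 95% intervals and the values of lane 1 (circles) and lane 2 (triangles). The Xcr1- class was highest in the asthma pool at 20.8%, and the Fcgr1+ class had no cell in the control pool.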

Whereas the Xcr1^+^ Irf8^+^Batf3^+^ cDC1 showed similar frequencies in all experimental conditions, Xcr1^-^Irf8^+^Batf3^+^ cDC1 frequencies were elevated in the allergic asthma model compared to the allergen tolerance model and controls (**Figures 3A, B**). Based on our data, we hypothesize that the Xcr1^-^ cluster of Irf8^+^Batf3^+^ cDC1s represents an inflammatory type 1 cDC cluster while the Xcr1^+^ cluster, whose frequencies remained similar in all three treatment conditions, represents classical cross-presenting cDC1 with a homeostatic function (**Figure 3B**). To further analyze the influx of pro-inflammatory Xcr1^-^ Irf8^+^Batf3^+^ cDC1s in the lungs of mice with an allergic asthma-like disease (**Figure 1A**), we compared frequencies of Xcr1^+^ and Xcr1^-^ cDC1s *via* flow cytometry in our experimental allergic asthma model and showed an increase in frequencies of pro-inflammatory Xcr1^-^ CD172α^-^ cDC1 in lungs of animals subjected to the asthma model (**Figures 3C, D**). 

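Ccr7 (chromosome 11 of GRCm38, 99144196 to 99155077) stood at 3563 ± 1232 CPM in the Xcr1- and 108 ± 13.6 in the Xcr1+ class (SD, n = 3 pools), a log2 fold change of 4.95 (standard error 0.25, adjusted p = 1.65e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Swap70 (chromosome 7, 110221711 to 110283506), which acts in DC migration, stood at 541 ± 94.4 against 79.2 ± 27.4 (2.82, standard error 0.18, adjusted p = 1.92e-08). Il12b (chromosome 11, 44400063 to 44414033), which encodes the p40 chain of IL-12, had its highest value in the control pool of the Xcr1- class, at 1453 CPM, against 272 in the asthma and 264.5 in the tolerance pool. In the Xcr1+ class it stood at 239.9, 102 and 70.9, and the log2 fold change was 1.96 (standard error 0.21, adjusted p = 3.09e-06), between 1.16 and 6.31 under 22 alternatives. Each of these genes was higher in the Xcr1- class in 3 of 3 pools. Fabp5 (7.04), Stat4 (6.10), Cd63 (5.46), Pdcd1lg2 (3.90) and Cd274 (3.66), the gene of PD-L1, were also higher.

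**Figure D4:**
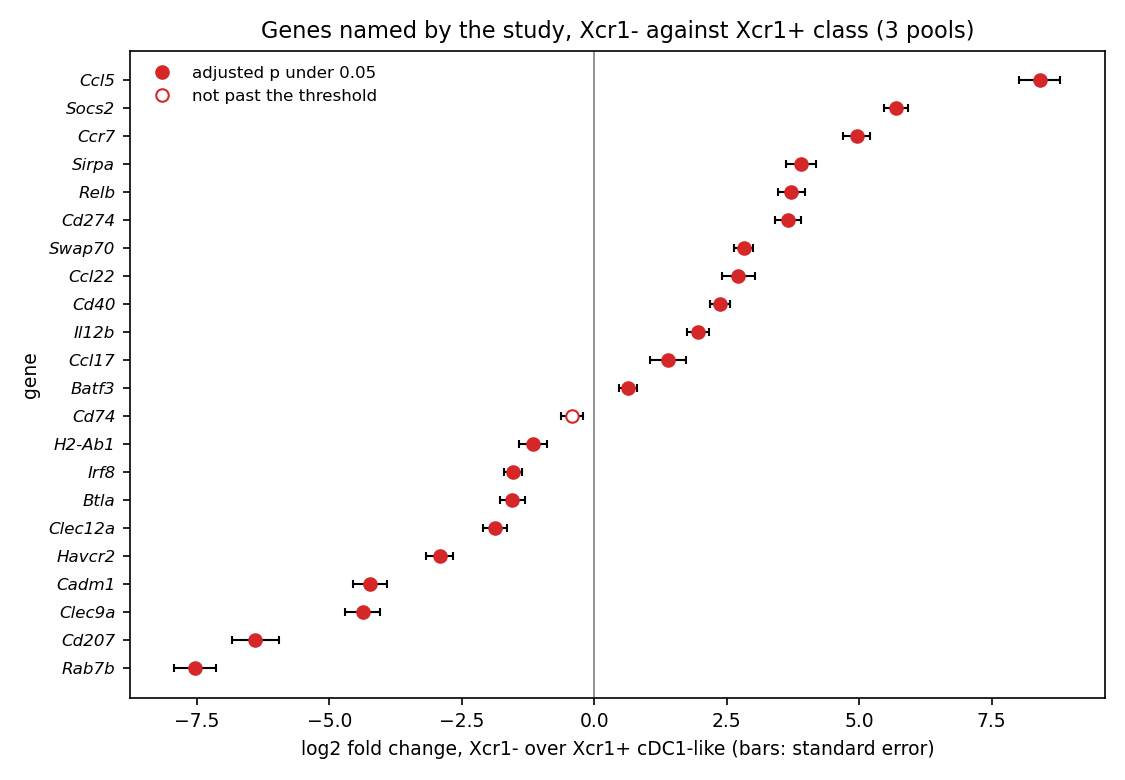
Log2 fold change (points) and standard error (bars) of genes named by the study in the Xcr1- over the Xcr1+ class, from 3 pools. Filled symbols passed an adjusted p of 0.05 and Cd74, at -0.42, is the open symbol.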

Further transcriptome analysis of single cell data showed that the Xcr1^-^Irf8^+^Batf3^+^ cDC1 expressed significantly higher levels of *Swap70*, *Il12b*, *Ccr7*, *Ccl5* and *Relb* transcripts which confirms the pro-inflammatory properties of this cDC1 cluster (**Figure 3E**). In contrast, Xcr1^+^Irf8^+^Batf3^+^ cDC1s were characterized by high levels of genes associated with induction of tolerance such as Clec9a which was significantly reduced in the Xcr1^-^Irf8^+^Batf3^+^ cDC1 cluster (**Figure 3E**) and higher cell surface expression of Clec12A as assessed by oligonucleotide barcoded anti-Clec12A antibody (**Figure 3F**). 

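Besides Clec9a, the adhesion molecule gene Cadm1 (chromosome 9 of GRCm38, 47530173 to 47857637) was lower in the Xcr1- class by a log2 fold change of -4.23 (standard error 0.32, adjusted p = 8.04e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, n = 3 pools). Rab7b, a gene of endosomal transport, had 2 UMIs in the Xcr1- and 792 in the Xcr1+ class, and Tlr3, a sensor of double-stranded RNA, had 0 against 358. The checkpoint receptor gene Havcr2 (-2.92) and Btla (-1.55) were lower too. Of 13 cDC1 lineage genes tested, 11 were lower, 1 was higher and 1 did not pass (adjusted p = 1.18e-06 in camera, and adjusted p = 0.141 with an estimated correlation). Of 7 cDC2 lineage genes, 5 were higher and 1 was lower (adjusted p = 0.00324, and adjusted p = 0.197 with an estimated correlation), led by Tmem176a (7.39) and Tmem176b (7.12).

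Clec12a (chromosome 6, 129342691 to 129365303) transcripts stood at 44.6 ± 8.88 CPM in the Xcr1- and 185 ± 50.1 in the Xcr1+ class (-1.87, standard error 0.23, adjusted p = 1.04e-05). Surface CLEC12A, read from the UMIs of the antibody tag, had medians of 94, 87 and 84 tag UMIs per Xcr1+ cell in the control, asthma and tolerance pools and 41.5, 27 and 27 per Xcr1- cell. The ratio of the medians was 2.27, 3.22 and 3.11, and it lay between 2.20 and 3.96 in the 6 combinations of pool and lane. As tag UMIs per hashtag UMI of a class and pool, the ratios were 1.99, 2.20 and 2.05. These were not made from the medians, so their lower values are not the effect of the hashtags alone. In the tolerance pool the median hashtag UMIs were 721 per Xcr1+ and 717 per Xcr1- cell. In the Fcgr1+ class the medians were 24 and 22 in the asthma and tolerance pools, and B cell-like and T cell-like cells had medians of 13 to 18. The tag median of the Xcr1+ class was higher in 3 of 3 pools, for which the smallest two-sided p of an exact sign-flip test is 0.25.

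**Figure D5:**
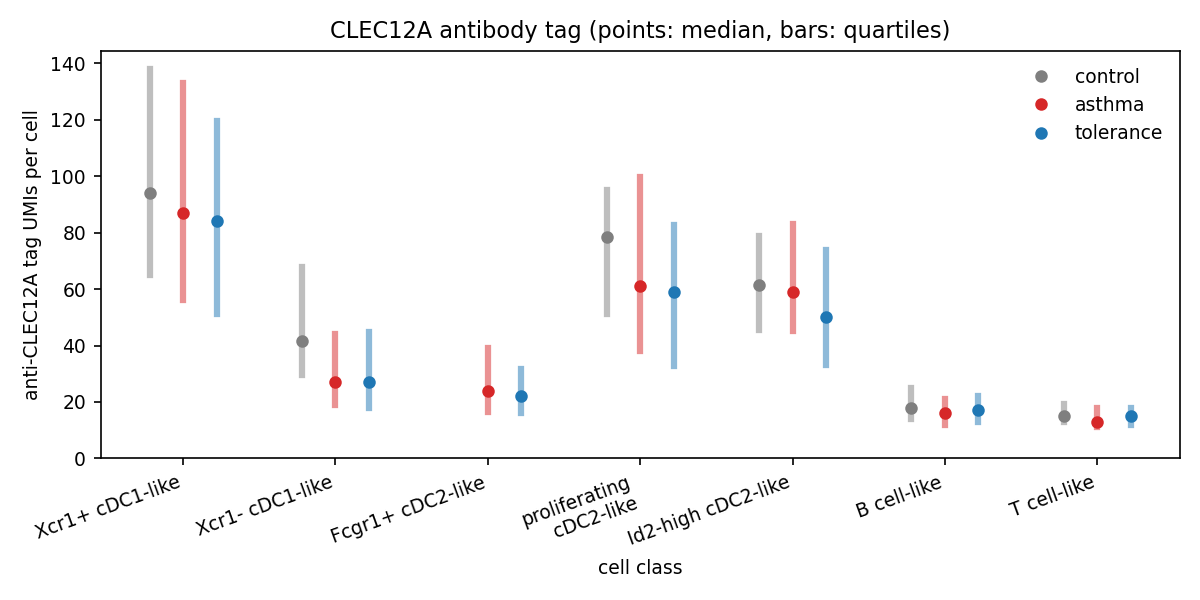
UMIs of the CLEC12A antibody tag per cell by class and treatment, with medians as points and quartiles as bars. Medians of the Xcr1+ class lie between 84 and 94, and those of the Xcr1- class between 27 and 41.5.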

In accordance with known literature, we also observed an influx of cDC2s in animals subjected to either experimental asthma or tolerance models (30, 40, 44) (**Figures 3A, B**). Furthermore, Xcr1^-^Irf8^+^Fcgr1^+^ cDC2 cluster appeared only in allergen-exposed animals and not in allergen-naïve control mice (**Figures 3A, B** **)** indicating that this cluster represents the inflammatory cDC2 as previously reported (39).

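Together the Id2-high, Id2-low and proliferating cDC2-like classes made up 54.8% (interval 49.3 to 60.3) of the control, 58.1% (54.9 to 61.1) of the asthma and 64.1% (60.1 to 67.9) of the tolerance DCs. The cells behind these shares numbered 182, 584 and 392. Of all kept cells, those in the cDC2-like clusters of all cells were 5.71%, 16.4% and 17.0% of the control, asthma and tolerance pools. The make-up of the cDC2-like cells differed more between treatments than their total among DCs. The Id2-high class made up 38.0% of the control, 7.75% of the asthma and 4.25% of the tolerance DCs. A cluster led by the lectin genes Cd209d and Cd209e and the eosinophil chemokine gene Ccl24 held 2 control cells (0.602% of the DCs), 260 asthma cells (25.8%) and 149 tolerance cells (24.4%). Proliferating cDC2-like cells were 6.63%, 9.44% and 17.65% of the DCs. Inside the cDC2-like cells, Ccl24 had 7274 UMIs in the asthma, 1220 in the tolerance and 2 in the control pool. With a floor of 1200 genes per cell the control share was 12.6%, but it covers other cells: no Id2-high class was formed (0 of its 201 kept cells), 217 of the 225 proliferating cells left the DCs, and 151 of the 153 cells then named proliferating had been Xcr1+ cells. The control share was 42.2% without removal of doublets. No test was possible with 1 pool per treatment, and the share of the proliferating class includes cells with macrophage transcripts such as C1qa.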

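The Fcgr1+ class held 0 of 332 control DCs, which allows a share of up to 0.904% by the limit of 3 counts, or 1.105% by the exact interval. It made up 2.58% (interval 1.70 to 3.76) of the asthma and 6.21% (4.43 to 8.42) of the tolerance DCs, with 2.13% and 3.07% in the lanes of the asthma pool and 6.09% and 6.33% in those of the tolerance pool. Among the 64 cells, 40.6% were from the asthma and 59.4% from the tolerance pool. Under 5 of the alternatives the control share lay between 1.205% and 1.81% and the asthma share between 4.25% and 8.35%. In these the class held other cells as well, since Xcr1+ cells of the main clustering were named Fcgr1+. They were 54 of 121 with no gene held out, 47 of 78 with scran and 35 of 159 with a marker score. Under 2 alternatives the class was not formed at all. Interferon-response genes also differed by treatment inside other classes, where 14 of 14 members in the Xcr1+ class were higher in the asthma than in the control pool (median log2 ratio 0.92), so the size of a class named by such genes is not independent of that shift.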

**Figure 3:**
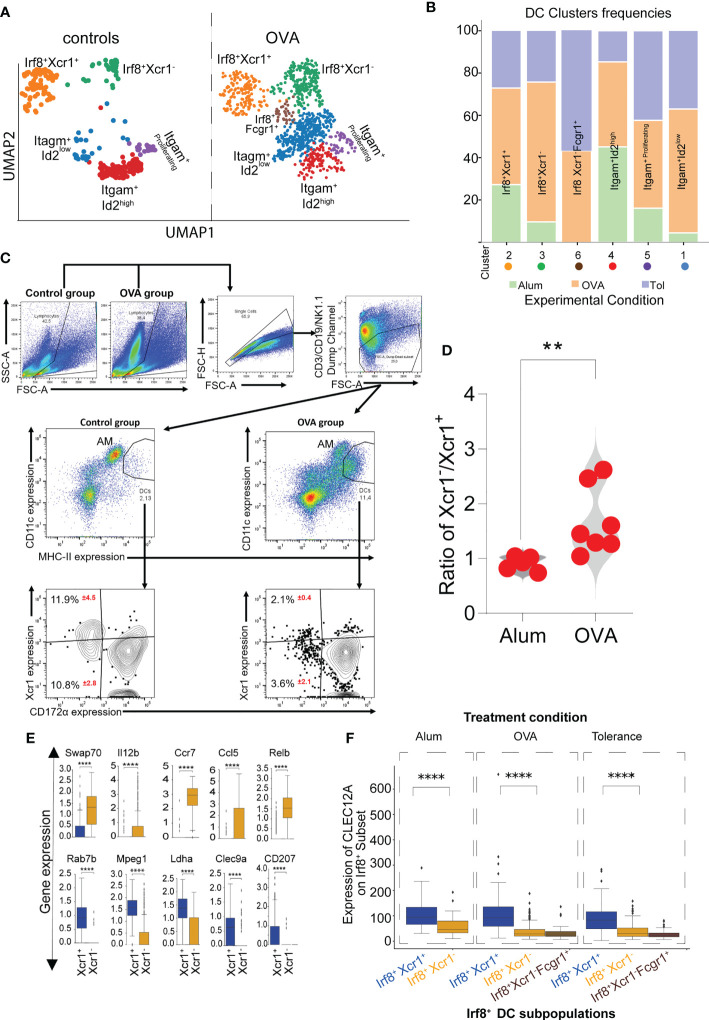
Impact of inflammation on Xcr1^+^ and Xcr1^-^ cDC1 clusters revealed by scRNASeq. UMAP showing cDC clusters as seen in mice subjected to either allergen-naïve control procedure or experimental asthma **(A)**. Frequencies of each DC cluster in the control, OVA-induced asthma or tolerance models **(B)**. Characterization and analysis of Xcr1-expressing cDC1 in mice subjected to either control or asthma protocol showing a shift in subset distribution **(C)** and violin graph analysis indicating that the changes in frequencies occur in Xcr1^-^ cluster in animals subjected to the experimental asthma **(D)**. Analysis of selected genes relevant for functional differences between the Xcr1^+^ and Xcr1^-^ cluster **(E)** and expression of CLEC12A on Irf8^+^ subpopulations of cDCs **(F)**. p value in **(D)** was calculated using the non-parametric Mann-Whitney Test and the dots indicate the number of animals in each group. AM (Alveolar macrophages), DCs (dendritic cells). **Represents a p value less than 0.01, **** Represents a p value less than 0.0001.

### RNA velocity and latent time analysis illustrates differences in temporal trajectories of Xcr1^+^ and Xcr1^-^ cDC1 clusters

Velocity analysis is a powerful tool to investigate cell fate trajectories, for example during maturation. Gene specific profiles of unspliced and spliced mRNA transcripts are applied in analysis of RNA velocities to derive transcriptional dynamics and estimate future states of a cell (45). Here, we used velocity analysis derived from the single-cell RNAseq data to investigate the temporal relationship of Xcr1^-^Irf8^+^ cDC1s and Xcr1^+^Irf8^+^ cDC1s clusters. *Xcr1* downregulation as well as expression of migration associated markers such as *Ccr7* have been shown to indicate maturation and activation of cDC1 (26). These studies imply existence of a temporal relation between the Xcr1^+^ and Xcr1^-^ cDC1 clusters, we have identified in our study. To test this hypothesis, we applied the likelihood-based dynamical model to determine RNA velocities and combined this with the transcriptome-based clustering (**Figure 4A**). RNA velocity as well as latent time analysis of both cDC1 and cDC2 clusters show distinct patterns (**Figures 4A, B**). Importantly, dynamics-driving genes were unique between various clusters which shows that these clusters have individual trajectories (**Figures 4C, D**) as well as functional capabilities. The functional difference between Xcr1^+^ and Xcr1^-^ cDC1s can easily be observed through differential patterns of functionally important genes such as *Clec9a*, *Ccr7*, *Relb* and *Cd40* amongst others which also seem to define RNA velocity pattern of these two clusters (**Figures 4C, E**). Positive velocity of genes such as *Clec9a*, *Rab7b*, *Wdfy4*, *Ppt1*, *Cadm1*, *Havcr-2* (Tim-3) delineated cross-presenting and tolerogenic cDC1 as previously reported (46) whereas in contrast, genes associated with inflammation and activation such as *Relb*, *Ccr7*, *Ccl5*, *Cacnb3*, *Cd274* (PD-L1) were among the top driver genes for Xcr1^-^ Irf8^+^ cDC1 cluster (**Figure 4F**, **5A–C**). Cells of the Xcr1^-^Irf8^+^Fcgr1^+^ cDC2 cluster, which appeared only in allergen-treated animals of the asthma and tolerance model, showed high transcriptional activity in interferon-induced genes such as *Ifit1*, *Ifrd1*, *Map3k14* and *Infgr1* confirming the activated and pro-inflammatory character of this cell population (**Figures 5A–C**) as previously described (30, 39). 

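Ifit1 (chromosome 19 of GRCm38, 34640871 to 34650009) stood at 949 ± 88.1 CPM (SD, n = 2 pools) in the Fcgr1+ class, 20.7 ± 6.02 in the Xcr1+ and 74.5 ± 36.4 in the Xcr1- class. Its log2 fold changes were 5.54 (standard error 0.24, adjusted p = 2.97e-17) and 3.80 (standard error 0.22, adjusted p = 2.57e-14) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Ifrd1 (chromosome 12, 40201567 to 40248504) was higher than in the Xcr1+ class by 1.06 (adjusted p = 7.85e-05) and differed from the Xcr1- class by 0.03 (adjusted p = 0.916). Map3k14 (chromosome 11, 103219762 to 103267472), the kinase NIK of the noncanonical NF-kB pathway, was higher than in the Xcr1+ class by 1.14 (adjusted p = 0.00491) and lower than in the Xcr1- class (-1.26, adjusted p = 2.38e-04). Ifngr1 (chromosome 10, 19591949 to 19610229), an interferon gamma receptor gene, stood at 167 ± 7.84 against 158 in the Xcr1+ class (0.10, adjusted p = 0.828) and was higher than in the Xcr1- class by 1.57 (adjusted p = 3.23e-05). Of the other genes named by the study, Cxcl9 had log2 fold changes of 0.73 and 2.71 and Nr4a1 of -0.61 and 1.28. Without the first lane Cxcl9 stood at -0.46 against the Xcr1+ class, and Nr4a1 was between 0.01 and 0.10 there under 2 alternatives. Under these 2, ComBat over lanes and scran, 48 of 90 and 47 of 78 Fcgr1+ cells were Xcr1+ in the main clustering. The levels and fold changes given are of total expression, and spliced and unspliced counts were not analysed here.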

To confirm uniqueness of the trajectories of the Xcr1^+^ and Xcr1^-^ clusters, we carried out partition-based graph abstraction (PAGA) analysis which confirmed lack of connectivity in trajectories of the two clusters as depicted through absence of continuous transition from Xcr1^+^Irf8^+^cDC1 to Xcr1^-^Irf8^+^cDC1 (**Figure 5D**). Interestingly, our trajectory analysis also showed a temporal connectivity between the Xcr1^-^Irf8^+^Fcgr1^+^ cDC2 and the two cDC1 clusters probably as a result of the acquisition of cDC1 transcriptomic features by this inflammatory cDC2 cluster (**Figure 5D**). The Xcr1^-^ Irf8^+^Fcgr1^+^cDC2 cluster was situated between Itgam^+^Id2^low^ cDC2s and the two cDC1 clusters, showing connectivity with both cell populations. Nevertheless, according to PAGA analysis, the connectivity between the Itgam^+^Id2^low^ cDC2s and Xcr1^-^ Irf8^+^Fcgr1^+^ cDC2 was of low confidence as depicted by the dotted line. In contrast, Xcr1^-^Irf8^+^Fcgr1^+^ cDC2 showed trajectories to the two cDC1 populations indicating the similarity towards the cDC1 clusters due to upregulation of cDC1 genes such as *Irf8* and downregulation of cDC2 genes such as *Irf4*, *Itgam* and *Sirpa* as depicted in **Figure 2A** above. Lastly, the Itgam^+^ cDC2 clusters showed a clear trajectory from a proliferating Itgam^+^ cluster towards both the Id2^high^ and Id2^low^ cDC2 clusters with high connectivity and high confidence (**Figure 5D**).

**Figure 4:**
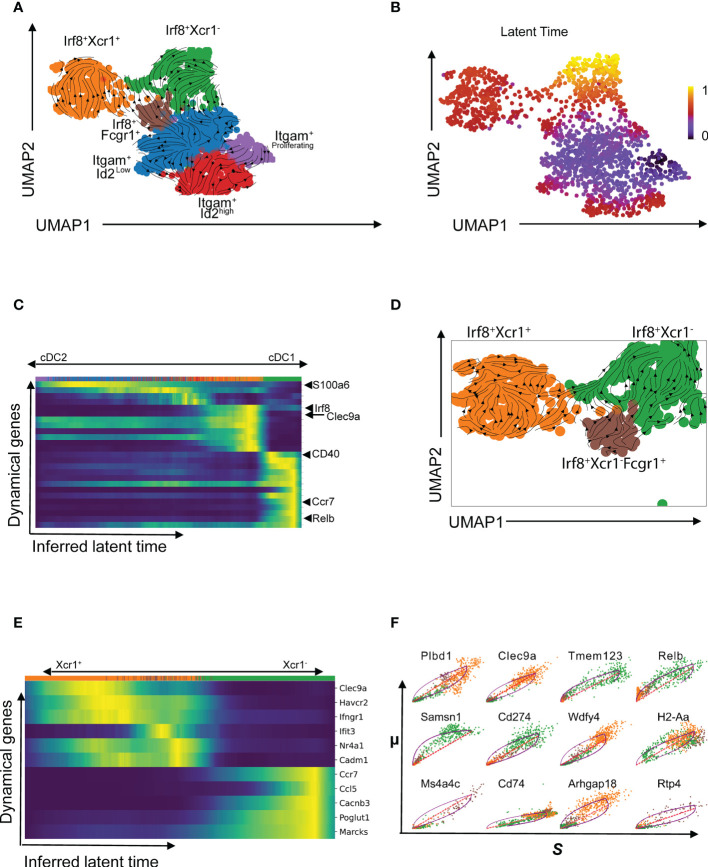
Temporal patterns of pulmonary cDCs using RNA velocity. RNA velocity was applied to understand temporal patterns of various cDC clusters identified using scRNASeq **(A)**. Latent time showing temporal patterns based on transcriptional activities in identified clusters **(B)** and heatmap of velocity-driving genes with annotations of a few at the positions where they appear for the different cDC clusters **(C)**. RNA velocity graph for the Irf8-expressing sub-clusters **(D)** and dynamic model showing putative driver genes for the Irf8-expressing subgroup with annotations of a selected gene set **(E)**. Comparative analysis of selected putative driver genes of the Xcr1^+^ (orange cluster) and Xcr1^-^ (green cluster) comparing spliced and unspliced mRNA ratios **(F)**.

**Figure 5:**
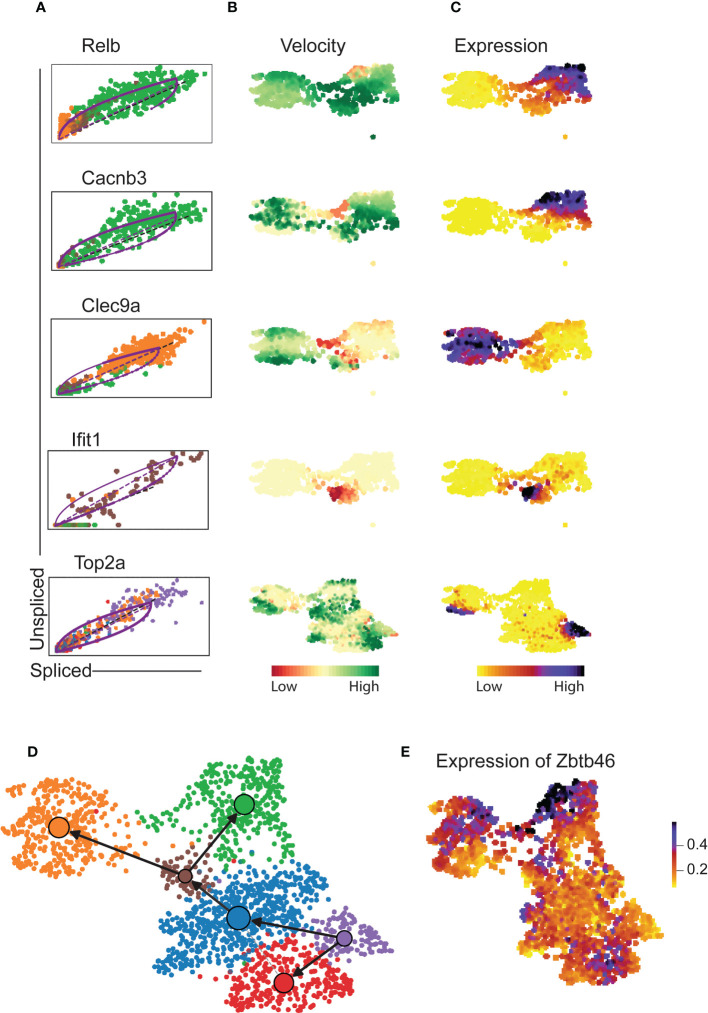
Cluster-specific differential velocity expression patterns of pulmonary cDCs. RNA velocity length and expression patterns of genes Relb, Cacnb3, Clec9a, Ifit1 and Top2a on pulmonary cDCS **(A-C)** showing differences in both velocity and expression patterns on various clusters of cDCs. Partition abstraction graph (PAGA) showing trajectories of the clusters embedded into the velocity graph **(D)** and expression of Zbtb46 on various clusters **(E)**. The solid black arrows represent transitions with high confidence based on the velocity data. Lack of arrows in **D** depicts lack of velocity connectivity between the clusters.

Overall, expression of the transcription factor *Zbtb46* confirmed the authenticity of all six clusters as cDCs (**Figure 5E**). Thus, the velocity-based trajectories support the hypothesis that Xcr1^+^Irf8^+^ cDC1 and Xcr1^-^Irf8^+^ cDC1 are two distinct cDC1 clusters with independent cell fate trajectories.

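Zbtb46 (chromosome 2 of GRCm38, 181387762 to 181459426), a transcription factor gene of the cDC lineage, was measured in each of the 6 classes. It stood at 75.4 CPM (interval 63.2 to 89.2) in the Xcr1-, 54.4 (46.2 to 63.5) in the Xcr1+, 55.0 (42.4 to 70.1) in the Id2-high, 47.4 (30.3 to 70.5) in the Fcgr1+, 43.5 (38.0 to 49.5) in the Id2-low and 20.6 (15.1 to 27.4) in the proliferating class. In alveolar macrophage-like cells it stood at 0.827, in interstitial macrophage-like cells at 1.66 and in B cell-like cells at 2.14. A Zbtb46 UMI was found in between 16.4% and 33.1% of the cells of the DC classes, against 0.917% of interstitial macrophage-like cells at a median depth of 6130 UMIs. The log2 fold change of the Xcr1- over the Xcr1+ class was 0.64 (standard error 0.22, adjusted p = 0.0304 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, n = 3 pools), which passed in 15 of 22 alternatives. Against the Xcr1+ and Xcr1- classes the Fcgr1+ class had log2 fold changes of -0.04 and -0.59 (adjusted p = 0.965 and 0.217, n = 2 pools). The cells were sorted and classed as DCs beforehand, and Zbtb46 was held out of the DC clustering but not out of the clustering of all cells.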

## Discussion

The current paradigm regarding cDCs supports the notion that there is a single population of cDC1 which depends on the transcription factors *Irf8* and *Batf3*. This population has surface expression of Xcr1 (12, 15) and can cross-present antigen. Importantly, this single population is capable of inducing either inflammatory or tolerogenic responses (16, 23, 27, 28), a duality of function that is currently attributed to the stimuli from the local environment and activation status (47, 48).

In this study, we investigated cDC subpopulations by single-cell RNA-sequencing and report evidence for the existence of two constitutively present *Irf8^+^* and *Batf3^+^* conventional cDC1 clusters in the murine lung with distinct functional properties regarding tolerance induction and inflammation. We identified the well-known Xcr1^+^Irf8^+^Barf3^+^ cDC1 cluster as well as an Xcr1^-^Irf8^+^Batf^+^ cDC1 cluster which was present in allergen-naïve control mice and which expanded at least in frequencies during type-2 inflammation induced in a murine allergy model. Furthermore, we identified the Xcr1^-^ cDC1 population by surface staining using flow cytometry and confirmed its enhancement during allergen-induced inflammation when compared to the Xcr1^+^ cDC1 cluster.

Consistent with its increase during inflammation, the Xcr1^-^Irf8^+^ cluster of cDC1 showed a transcriptomic pattern supporting enhanced migratory, antigen presentation and inflammatory capabilities as shown by elevated expression of *Ccr7*, *Cd74*, *MHC-II*, *Ccl5*, *Il12b* and *Relb*, factors that have previously been attributed to immunogenic DC (26). This is in contrast to the well-described Xcr1^+^Irf8^+^ cluster, which expresses high levels of *Clec9a*, *Cadm1*, *Btla* and *Pbx1* supporting their primary role in induction of tolerance and maintenance of homeostatic stability.

Xcr1 downregulation in cDC1 has been reported by other authors as well (26, 30, 49) which is not necessarily associated with loss of Xcr1 on the cell surface as shown by data combining single-cell transcriptomics with cellular indexing of transcriptome epitopes (CITE)-seq (49, 50). Using flow cytometry, we could additionally identify pulmonary cDC1 without Xcr1 surface expression in lungs of allergen-naïve control animals which expanded after allergen exposure confirming earlier observations of CD11b and Xcr1 double negative cDCs (51, 52). Moreover, downregulation of *Xcr1* expression in cDC1 has been shown to be associated with immunogenic or homeostatic maturation and activation (26, 49) or adoption of a regulatory phenotype (49). It is however still unclear if Xcr1-Irf8+Batf3+ cDC1 develop from Xcr1+Irf8+ cDC1 by maturation/activation or if they constitute an independent cell population (47). To explore these two options, we used velocity analysis of single-cell RNAseq data to examine the temporal dynamics of our DC clusters. In cDC2s we found a clear trajectory from proliferating cDC2 cells to other clusters expressing *Itgam* and *Sirpa*, however in cDC1s we did not find a directional trajectory from Xcr1+Irf8+ cDC1s to Xcr1-Irf8+ cDC1s which supports our hypothesis of a distinct Xcr1-Irf8+ cDC1 cluster rather than a maturation process.

In allergen-treated animals, we identified a cDC cluster which showed high resemblance to a recently described inflammatory cDC2 population found in murine lungs after viral infection or allergic type 2 inflammation (30). Similarity was established by expression of *Fcgr1*, upregulation of *Irf8* while retaining cDC2 gene expression as *Irf4*, *Itgam* and *Sirpa* and induction of genes of the interferon I pathway. Our velocity analysis supported the “hybrid” state of this newly described inflammatory cDC2 populations as trajectories were seen from Id2^low^ cDC2 population to the Xcr1^-^Irf8^+^Fcgr1^+^ cDC2 as well as from the Xcr1^-^Irf8^+^Fcgr1^+^ cDC2 to both cDC1 populations. Interestingly, PAGA analysis indicates that the connectivity between the two cDC2 populations was of lower confidence, than between the Xcr1^-^Irf8^+^Fcgr1^+^ cDC2 and the two cDC1 populations which supports the strong cDC1 features of this hybrid inflammatory cDC2 population (39).

We specifically analyzed the Irf8^+^Xcr1^-^Fcgr1^+^ cDC2 together with the cDC1s due to its expression of Irf8 and Batf3 and thereby, confirmed the uniqueness of this cluster alongside the *bona fide* cDC1 clusters we have described in this study. Thus, we see this work as an addition to recent results demonstrating that cDC1 and cDC2 populations clearly show more fluidity as previously perceived (30, 49).

Thus, in line with our data, it is plausible to speculate at least in the murine lung, existence of two phenotypically distinct cDC1 clusters which are present in steady state and are equipped to take on distinct roles regarding the two major tasks of cDC1, namely maintenance of tolerance and induction of an immunogenic response. Transcriptomic profiles confirm the role of Xcr1^+^Irf8^+^ cDC1s for induction of tolerance and maintenance of homeostasis, while the transcriptome profile of the Xcr1^-^Irf8^+^ cDC1 cluster supports an inflammatory function such as enhanced antigen processing, migration, co-stimulation and activation of T cells. Increased protein expression of Clec12A on Xcr1^+^Irf8^+^ cDC1 additionally supports a role in maintaining homeostasis and prevention of uncontrolled inflammation (36, 38). Importantly, velocity based temporal pattern analysis showed clearly that both Xcr1^+^Irf8^+^ and Xcr1^-^ Irf8^+^ cDC1s have different fate maps and thereby constitute distinct clusters with no evidence of plasticity amongst them.

Nevertheless we have to report some limitations of this study. Firstly, our single-cell data did not include data of untreated naïve animals; we only included the appropriate control group for the experimental set-up and secondly, overall, our data is mostly observational. Experiments to track time kinetics and phenotypical plasticity of the various cDC clusters as well as their functional role are still necessary to support our finding. Developmental kinetics could for example be analyzed using barcoded myeloid progenitor cells to track the evolution of cDC1 clusters under steady state and inflammation. Furthermore, confirmation of the functional diversity of the cDC1 clusters should be assessed by analyzing the cross-presenting and tolerogenic capacity of Xcr1+ cDC1s compared to the pro-inflammatory function of Xcr1- cDC1s. Still, despite these limitations we generated our data using a robust experimental model in an unsupervised manner to test a specific hypothesis regarding the Irf8-expressing cDCs. We think based on our experimental set up and analysis strategy, we have not only confirmed previous work indicating plasticity within various cDC clusters but also addressed the question of diversity within the cDC1 subpopulation. However, our work still leaves the question regarding influence of the cytokine milieu in determining functional dichotomy of cDC1 open. Future work should attempt to dissect the role of surrounding environment on various cDC1 clusters we have reported.

Despite the limitations, based on our data it is still plausible to conclude that while the Xcr1^+^ cDC1 cluster is equipped to constitutively induce tolerance especially due to the antigen cross-presentation-ability of cDC1 (3, 4, 17, 20, 23, 28, 53), the Xcr1^-^ cDC1 cluster is immunogenic and expands in murine lungs during inflammation analogous to the inflammatory cDC2. We argue that the Xcr1^-^ cDC1 cluster is not just an activated state of Xcr1^+^ cDC1s (26) but expands on demand for an optimal antigen presentation to T cells as shown through the repertoire of genes highly expressed on them. Hence, as much as cDCs tolerogenicity and immunogenicity may be programmable based on the surrounding *milieu*, our high-dimensional single cell analysis supports dichotomy of cDC1s into either tolerogenic or immunogenic clusters both in inflammatory and non-inflammatory conditions *in vivo*. Finally, we conclude, that efforts to use cDCs for immune-modulation consider this heterogeneity in order to appropriately direct antigen delivery to the right cell type for an effective generation of an immune response.

## Materials and methods

### Animals

The Committee on Animal Welfare in the State of Lower Saxony (LAVES) approved all animal protocols that were used in this study. Female age matched C57BL/6J mice obtained from Charles River Laboratories (Sulzfeld, Germany) used in this study were maintained in the animal facility at Hannover Medical School, Hannover, Germany.

### Induction of allergic asthma and allergen-tolerance

We have established an experimental asthma protocol in which mice are sensitized intraperitoneally (i.p.) with Polymyxin-treated Grade V OVA (20 µg) adsorbed to 2 mg of an aqueous solution of aluminium hydroxide and magnesium hydroxide (Alum; Fischer Scientific International) followed by repeated intranasal (i.n.) challenges (20 µg OVA in 40 µl normal saline). Control mice received Alum without OVA i.p. and 0,9% NaCl i.n instead of OVA (54). In order to induce tolerance, mice inhaled 500 µg of OVA on days 6 and 3 prior to starting the asthma protocol as depicted on **Figure 1A**.

### Flow cytometry based characterization of pulmonary antigen presenting cells

Lung DCs and alveolar macrophages (AM) were sorted as previously described (55). Briefly, single cells were isolated from lung tissue by digestion of the lungs using a mixture of collagenase and DNAse (Milteny). Cells were stained with CD11c, CD11b, MerTK, CD64, Ly6C and MHC-II. Pulmonary DC were isolated by Flourescence Activated Cell Sorting using a FACSAria (Becton-Dickinson). DCs were identified based on high expression of MHC-II and CD11c within MerTK, CD64 and Ly6c negative population previously described (55, 56). Flow cytometry analysis of DCs was done based on CD11c, MHC-II, Xcr1 and CD172α.

### Single cell mRNA sequencing

Prior to mixing, cells sorted from each condition were tagged using hashtag derived oligonucleotides (HTOs) from BioLegend, United States. The cell hashing based experimental approach was used to demultiplex pooled cell samples. Accordingly, three different cell types originating from independent cell suspensions were pre-incubated with three different TotalSeq™-A Hashtag Derived Oligo (HTO) antibodies as follows: control group with (barcode A0301; catalog #155801), Asthma group (barcode A0302; catalog #155803) and tolerance group (barcode A0303; catalog #155805). In addition, all cells were further stained with antibody-derived tag CLEC12A (barcode 0825, BioLegend, United States catalog #143407) according to the manufacturer’s manual. Equal numbers of pre-incubated cells were pooled and loaded on one 10x Genomics lane. One of such pooled cell sample generated applying the cell hashing approach is referred to as one ‘master-sample’ and in order to test technical robustness we prepared two ‘master-samples’ with each master sample representing cells sorted from three different treatment conditions control, asthma and tolerance as indicated in **Figure 1A**.

### Library generation

Library preparation for single cell mRNA-Seq analysis was performed according to the Chromium Single Cell 3′ Reagent Kit v3 User Guide (Manual Part Number CG000183 Rev A; 10x Genomics). Thus, 1.6-fold excess of cells was loaded onto the 10x controller in order to reach a target number of 9.000 cells per ‘master sample’. Fragment length distribution of generated libraries was monitored using ‘Bioanalyzer High Sensitivity DNA Assay’ (5067-4626; Agilent Technologies). Quantification of libraries was performed by use of the ‘Qubit^®^ dsDNA HS Assay Kit’ (Q32854; ThermoFisher Scientific).

### Sequencing run

Generated libraries were pooled accordingly, denatured with NaOH and finally diluted to 1.8pM according to the ‘Denature and Dilute Libraries Guide’ (Document # 15048776 v02; Illumina). 1.3 ml of denatured pool was sequenced on an Illumina NextSeq 550 sequencer using one High Output Flowcell for 75 cycles and 400 Million clusters (#20024906; Illumina). The flowcell capacity was utilized according to the molar proportions of individual libraries, adjusted as follows: Two mRNA expression libraries (‘master-samples’) with 40% of flowcell capacity each; two HTO libraries (‘master-samples’) with 5% capacity each; two ADT libraries (‘master-samples’) with 5% capacity each. Sequencing was performed according to the following settings: 28bp as sequence read 1; 56bp as sequence read 2; 8bp as index read 1; no index read 2.

### Raw data processing

The proprietary 10x Genomics CellRanger pipeline (v3.1.0) was used to perform the following steps: The BCL files were converted to FASTQ files with cellranger mkfastq using the respective sample sheet with utilized 10X barcodes of the ‘master-samples’. mkfastq wraps Illumina’s bcl2fastq and provides a number of convenient features in addition to the features of bcl2fastq. HTO and ADT data could be separated this way from expression data and end up in the ‘Undetermined’ fastq file fraction. Fastq data derived from the two replicates and 10x lanes (expression, HTO, and ADT) was separated based on individual barcodes, sequenced with index read 1. Based on the fastq files, the gene expression and feature barcoding data was processed using cellranger counts with default parameters. CellRanger was used to align read data to the reference genome provided by 10X Genomics (Mouse reference dataset 3.0.0; mm10) using the aligner STAR, counting aligned reads per gene, and calculating clustering and summary statistics for the ‘master-samples’. This step considers the feature barcoding to count HTO tags as well as ADT tags. The ‘master-samples’ were demultiplexed to get the ‘sub-samples’ by use of Seurat (v3.1.5) in R (v3.6.3) with a method based on the vignette “Demultiplexing with hashtag oligos (HTOs)” of Satjja Lab (https://satijalab.org/seurat/v3.1/hashing_vignette.html). Briefly, the hashtag data was log-normalized and clustered to end up in optimized separation of ‘sub-sample’ data based on hashtag signals, finally receiving individual lists of cell barcodes of the distinct ‘sub-samples’.

### Bioinformatic analysis

The analysis was done in Python (v3.7.8) using Scanpy (v1.5.1) (57). During the pre-processing of single cell data, the best practice guidelines by Luecken and Theis (2019) were followed (58), including the following steps: All cells with more than 20% of mitochondrial gene counts which have been shown to provide a hint of damaged cells, were excluded from downstream analysis. Cells with more than 20,000 counts or less than 12,000 genes were filtered out. Next, genes had to be expressed in at least five cells to be considered for further analysis. Scruplet (v0.2.1) (59) was applied to remove duplets. The data was normalized based on a deconvolution approach with Scran (60) and log-transformed. Combat (61), the Leiden-algorithm (57) and UMAP were utilised for the removal of batch effects, the cell clustering and cell cluster visualisation, respectively. Clusters were identified based on reported gene expression patterns and the expression of selected genes per cluster was evaluated to distinguish between cell types. For each cell cluster, cluster-specific genes were identified by a t-test with Benjamini-Hochberg correction decreasing the false discovery rate (57). After cell type identification, the dendritic cells were further specified by sub-clustering (Leiden, resolution = 0.5) and sub-cluster-specific genes were defined.

Differential gene expression between sub-clusters and gene set enrichment was done with the non-parametric Wilcoxon test (62) and EnrichR (63). RNA velocity analysis was done with scVelo’s (v0.2.1 (64) generalized dynamical model and. the matrices of spliced and unspliced counts were generated with Velocity (v0.17.17) (64). Sequencing data used in this paper can be found in the Gene Expression Omnibus (GEO) under accession no. GSE195899.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found here: https://www.ncbi.nlm.nih.gov/geo, accession number: GSE195899.

## Ethics statement

The animal study was reviewed and approved by The Committee on Animal Welfare in the State of Lower Saxony (LAVES) approved all animal protocols that were used in this study.

## Author contributions

AJ, RG and GH conceived the project and designed the experiments. SG implemented the bioinformatics analysis together with DD, AJ, RG, SG, BL, SD, CH, OH, JM, AH, OB and DD conducted experiments or contributed to the analysis. GH secured funding for the project and provided supervision. AJ, RG and SG wrote the manuscript and designed the figures. All authors read and approved the manuscript.

# Supplementary material for: Single cell RNA sequencing reveals distinct clusters of Irf8-expressing pulmonary conventional dendritic cells
**Source:** Front Immunol. 2023 May 12;14:1127485. doi: 10.3389/fimmu.2023.1127485
**Supplement:** Supplementary file 1

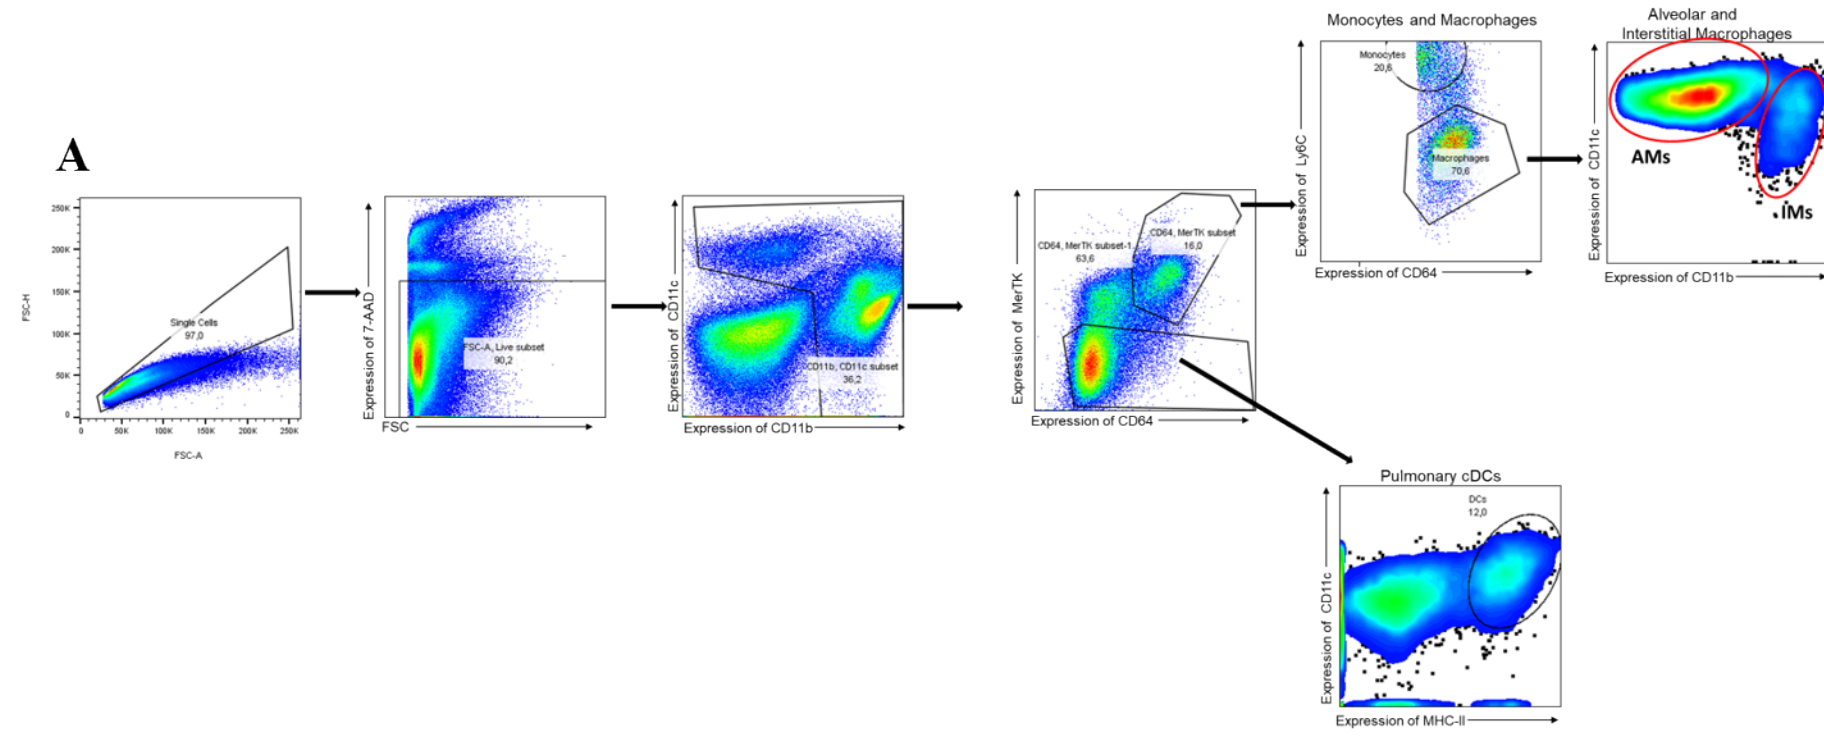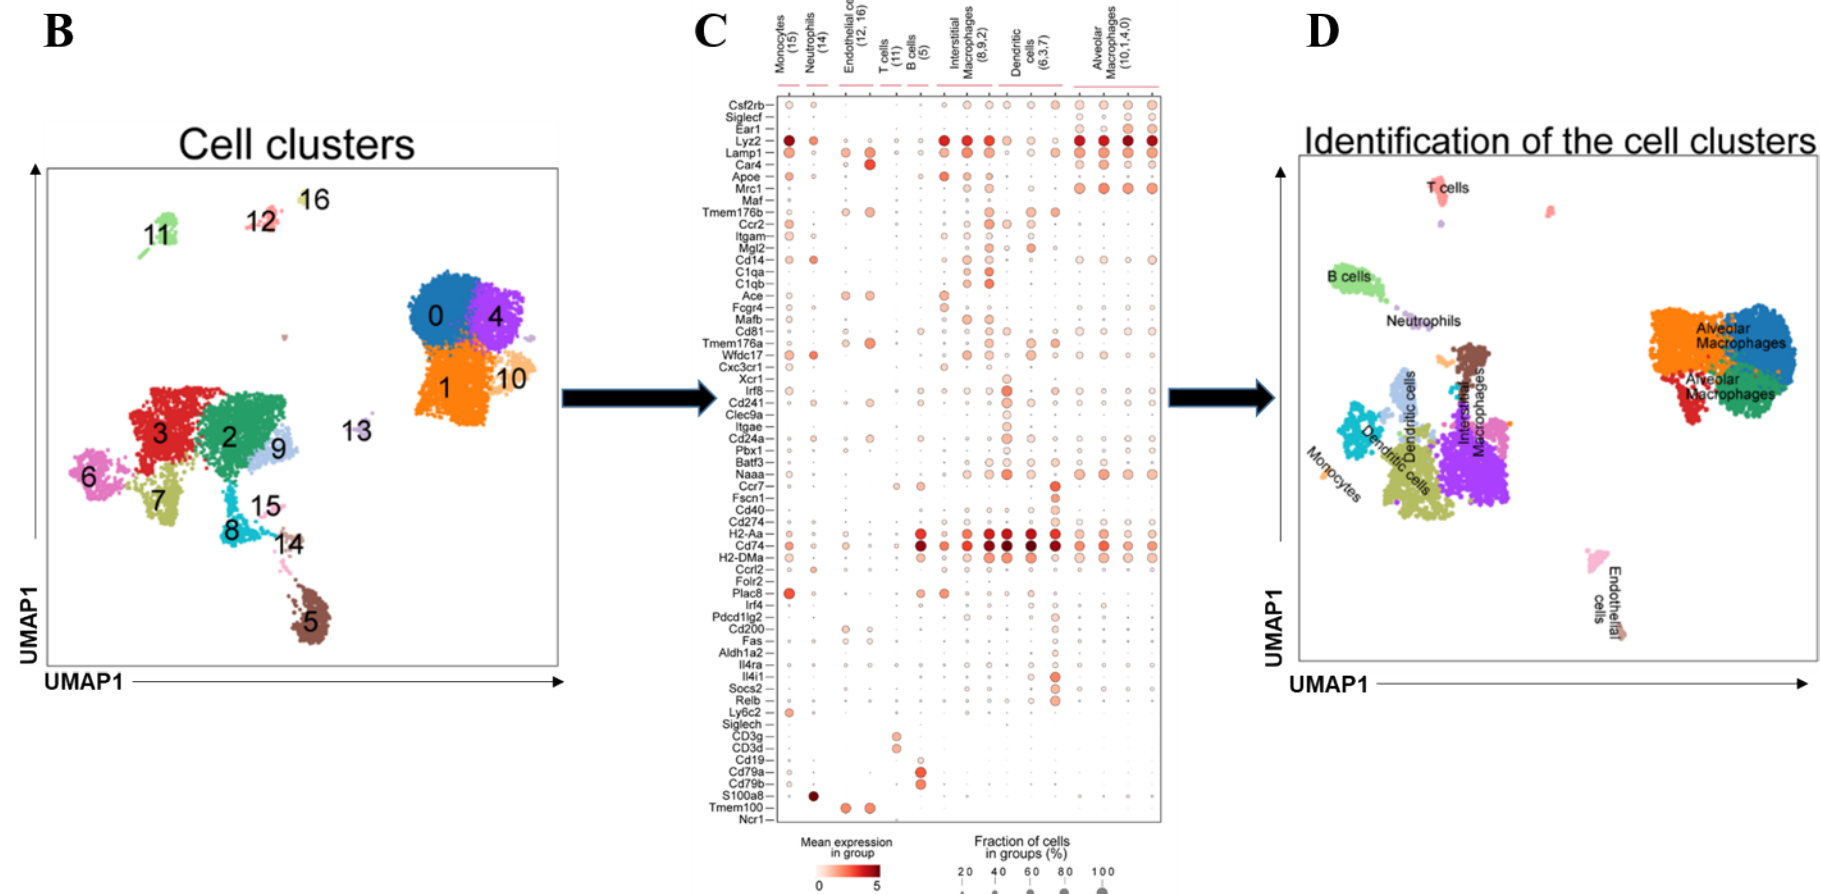

**S1. scRNASeq reveals heterogeneity of murine pulmonary cDC.** Gating strategy applied in sorting for pulmonary dendritic cells and macrophages (A) and unsupervised clustering showing various populations (B) which were identified (annotated) based on their transcriptomic patterns (C, D).

# Supplementary material for: Single cell RNA sequencing reveals distinct clusters of Irf8-expressing pulmonary conventional dendritic cells
**Source:** Front Immunol. 2023 May 12;14:1127485. doi: 10.3389/fimmu.2023.1127485

**A**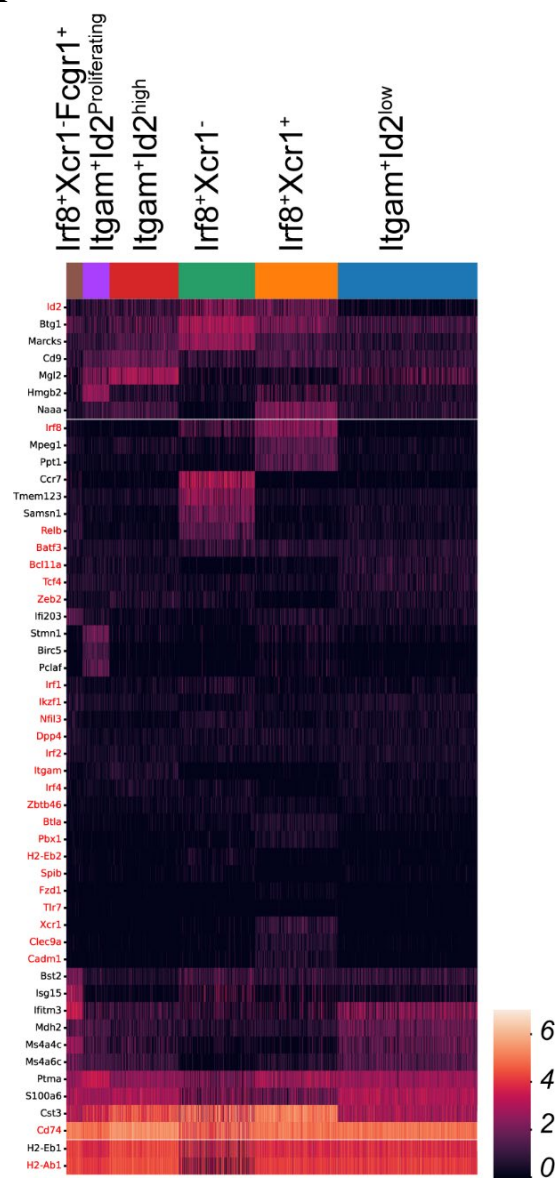

## S2. Transcriptional patterns depicting heterogeneity of murine pulmonary cDC subpopulations.

Heatmap showing expression of various cluster defining as well as functionally important genes expressed by cDC clusters (A). Comparative analysis of Batf3 (B) Cd40 (C) and Irf8 (D) genes in Irf8 expressing clusters.

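Cd40 (chromosome 2 of GRCm38, 165055627 to 165072948), which encodes a costimulatory receptor, stood at 431 ± 61.9 CPM in the Xcr1- and 80.9 ± 26.2 in the Xcr1+ class (SD, n = 3 pools), a log2 fold change of 2.38 (standard error 0.19, adjusted p = 1.47e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the Fcgr1+ class it was higher than in the Xcr1+ class by 2.31 (standard error 0.18, adjusted p = 1.89e-11, n = 2 pools), and its log2 fold change against the Xcr1- class was 0.02 (adjusted p = 0.949). A Cd40 UMI was found in 90.6% of the Fcgr1+, 70.4% of the Xcr1- and 30.1% of the Xcr1+ cells, against 3.02% of T cell-like cells at a median of 2252 UMIs. Batf3 was higher in the Xcr1- than in the Xcr1+ class, at 311 ± 90.2 against 201 ± 54.8 CPM (0.63, standard error 0.17, adjusted p = 0.00712), and passed in 17 of 22 alternatives. Irf8 was lower in the Xcr1- class, at 545 ± 57.1 against 1556 ± 78.2 (-1.53, standard error 0.17, adjusted p = 4.40e-06), in 3 of 3 pools and in all 22 alternatives run for it.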

**B**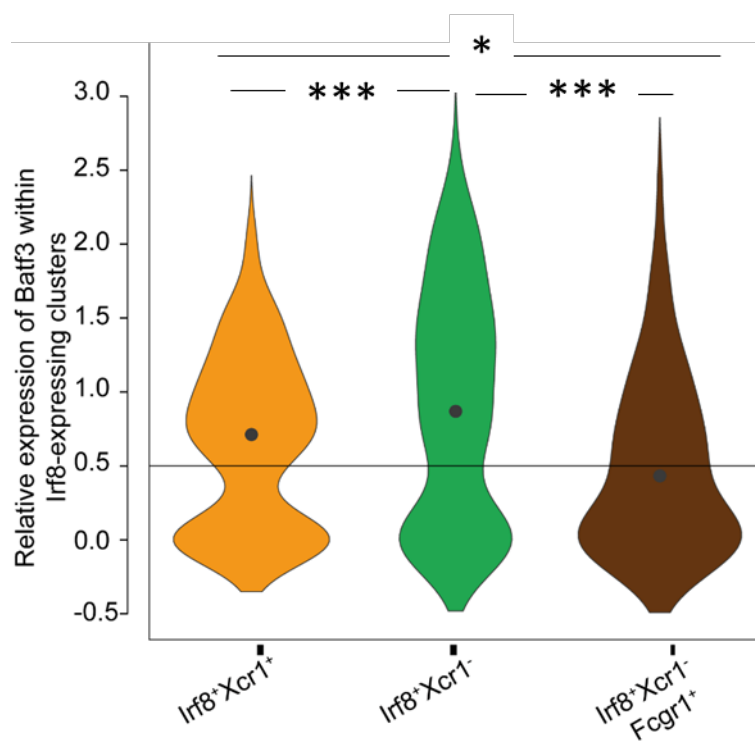**C**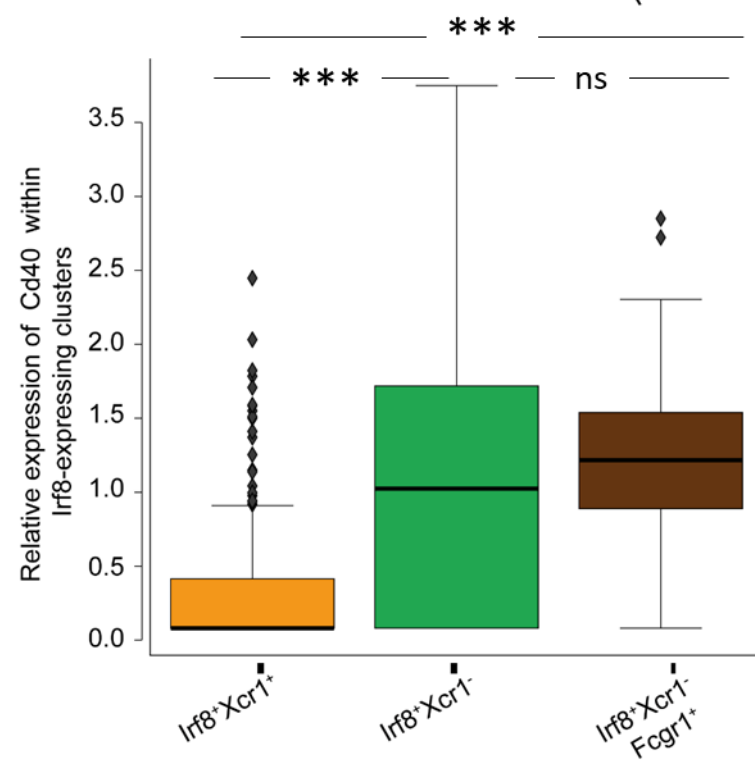**D**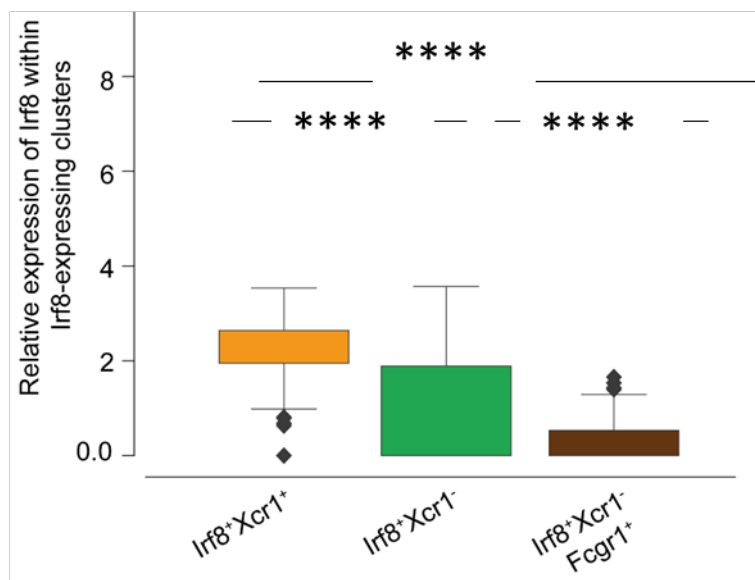

**Supplement:** Supplementary file 2

How the deposited data were processed for this re-analysis (not part of the article)

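Lung cells of mice from 3 treatments (control, asthma and tolerance), 8 mice pooled per treatment, were sorted, labelled with hashtags, mixed and loaded on 2 lanes. The authors made UMI counts per gene and barcode with Cell Ranger 3.1.0 and STAR on mm10, counted the 3 hashtags and the CLEC12A tag with them, and assigned barcodes to treatments with Seurat 3.1.5. The deposited counts were used unscaled, with 31053 gene and 4 antibody entries per barcode. The lanes are technical, so the pool of mice was the replicate, and treatments, with 1 pool each, were described without a test.

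Cells were processed with Python 3.11.15 (scanpy 1.11.5, anndata 0.12.19, igraph 0.11.9, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0) and drawn with matplotlib 3.10.9. Of 10901 barcodes, 661 had over 20% mitochondrial UMIs, 22 over 20000 UMIs and 619 under 500 genes, and 10088 passed. The paper prints a floor of genes per cell that 0 barcodes reach (the highest number is 5465), so 500 was used and 1200, below which 2430 barcodes lie, was an alternative. Scrublet's automatic threshold marked 0.234% and 0.302% of the cells of the lanes, under the minimum of 0.5% set for it, so the cells with the highest 2% of scores were removed (122 and 106, with ties), leaving 9860. Genes in at least 5 cells were kept, 15471 in all, of which 15450 were matched by identifier to the GENCODE annotation of GRCm38 (mm10).

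UMIs were scaled to 10000 per cell and log-transformed, and 2000 variable genes, 30 principal components and 15 neighbours were used for Leiden clustering at a resolution of 1 for all cells and 0.5 for DCs. Of 373 symbols on 22 lists, 4 had no gene detected in at least 5 cells, and the others were left out of the DC clustering. They were not left out of the clustering of all cells. Markers, lists, comparisons and most alternatives were fixed before the data were examined. The other alternatives were chosen after results were seen, and the rule that turns marker levels into a cluster's name was written after an exploratory clustering had been seen. The genes named were those the study names, list members with the largest folds, and up to 10 genes per comparison that were neither listed nor used for clustering, which also passed in a part of the UMIs not used for clustering. Which list members were described was chosen by hand after their values were seen. Some genes that met these rules are not reported here.

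Levels of a class are given as CPM, the UMIs of a gene scaled to the total UMIs of the class. Means with an SD, and pool values given beside a log2 fold change, do not follow this scaling. Their CPM are not to be set against those of a whole class. Counts were summed per pool and class and tested in R 4.3.3 with edgeR 4.0.16 (quasi-likelihood test, TMM, the pool as a block, 2 residual degrees of freedom, common dispersion 0.01832 for the cDC1-like classes), with Benjamini-Hochberg adjustment at 0.05. The Fcgr1+ class was compared in the pools with at least 10 of its cells. Lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01 and with an estimated one. DESeq2 1.42.0 and scran 1.30.0 were used for alternatives. The test was tried on simulated counts with 200 changed genes. Shares have exact Clopper-Pearson and counts exact Poisson intervals at 95%, and a count of 0 was given the limit of 3 counts. Treatment values inside a class required 100 UMIs and added 1 count, and lists were set against 10000 random lists.

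Alternatives changed the genes held out, the resolution (0.3 and 0.8), batch correction by ComBat, size factors, doublets, the gene floor, the assignment of cells, the lanes, the pools, the test, the normalization, the filter, the block and the random start of the clustering. RNA velocity, trajectories and flow cytometry were not analysed here.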

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

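Both macrophage classes below, and the cluster left out, were singled out after their values were seen, and no test between treatments was possible with 1 pool of mice per treatment.

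The paper analyses DCs, and the macrophages sorted with them are not among the cells it compares. Genes of the type I interferon response were higher in macrophages of the allergen-treated pools than in those of the control pool. In alveolar macrophage-like cells 37 of 37 members with enough UMIs were higher in the asthma pool, with a median log2 ratio of 2.86 (2.68 and 2.83 in the lanes), and 38 of 38 were higher in the tolerance pool, with a median of 2.92 (2.89 and 2.94). The class includes a cluster led by interferon genes such as Ifit1, with no alveolar marker among its 10 leading genes, of 173 asthma, 151 tolerance and 0 control cells. Without it 34 of 34 members were higher in the asthma pool, with a median of 2.11, and 31 of 31 in the tolerance pool, with a median of 1.79, although leaving it out selects cells by these genes. In interstitial macrophage-like cells 28 of 30 were higher in the asthma pool, with a median of 1.04 (1.02 and 1.12), and 39 of 39 in the tolerance pool, with a median of 1.60 (1.56 and 1.72). Each median lay at percentile 100 among 10000 random lists of the same size and like expression, which describes these pools and not the treatments. No technical or biological explanation of this difference was tested.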

How the results depend on the processing

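Counting the mixed cluster as Xcr1+, leaving out the deeper Xcr1+, the proliferating or the interferon-led cluster, and the other random starts were chosen only after the results were seen. So were the list members described, by hand from the members with the largest folds, after a wider and then a narrower choice had been tried. In the first and widest choice, of 520 results, 109 of 9752 alternatives turned the direction, in 39 results, with 54 and 36 of the turns in the Fcgr1+ class against the Xcr1+ and Xcr1- classes. Over up to 4 members of every list, 62 of 8400 alternatives turned the direction, in 25 of 447 results. For the 235 results of genes named by the rule, 28 of 4546 alternatives did, in 12 results, a lower tally that follows in part from this choice, 164 were weaker, 40 stronger and 4314 kept direction and side of the threshold. Where a value moved, the cause was not tested.

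A floor of 1200 genes per cell moved most shares, and its classes hold other cells: no Id2-high class was formed, 217 of 225 proliferating cells left the DCs, and 151 Xcr1+ cells were named proliferating cDC2-like, so its values for these classes are not about the same cells. The Xcr1+ share of DCs became 22.73%, 9.379% and 6.652% in the control, asthma and tolerance pools and the cDC2-like share 12.59%, 45.31% and 51.72%. The Xcr1- share became 23.87% and 16.31% and the ratio of Xcr1- to Xcr1+ cells 2.545 and 2.452 in the asthma and tolerance pools, and the Fcgr1+ share 4.019% in the asthma pool. Without removal of doublets the control pool had 24.37% Xcr1+ and 42.21% cDC2-like cells and the asthma pool 53.97% cDC2-like cells, and the Fcgr1+ share was 0 in the asthma and 0 in the tolerance pool, so no Fcgr1+ comparison could be run there. At a resolution of 0.3 the Fcgr1+ share was also 0 in both pools, and the asthma ratio was 1.422.

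With no gene held out, the Xcr1+ share was 14.41% and 14.22% in the asthma and tolerance pools, the cDC2-like share 57.35% in the tolerance pool and the Fcgr1+ share 1.506%, 5.666% and 9.641% in the control, asthma and tolerance pools. At a resolution of 0.8 the Xcr1+ share was 15.21% and 14.38%, the cDC2-like share 54.67% and 58.99%, and the Fcgr1+ share 1.205%, 5.07% and 9.314%. With ComBat over lanes the Xcr1+ share was 15.33% in the asthma pool and the Fcgr1+ share 1.212% and 4.91% in the control and asthma pools. With ComBat over libraries the cDC2-like share was 53.42% and 58.48% in the asthma and tolerance pools. With scran size factors the asthma pool had 15.47% Xcr1+, 53.69% cDC2-like and 4.247% Fcgr1+ cells, and the control pool 1.205% Fcgr1+ cells. With a marker score per cell the Xcr1+ share was 13.22% and 12.75%, the ratio 1.466 and 1.038, and the Fcgr1+ share 1.807%, 8.35% and 11.27%. The Fcgr1+ shares of these settings cover other cells too, since Xcr1+ cells of the main clustering were named Fcgr1+. They were 54 of 121 with no gene held out, 51 of 112 at a resolution of 0.8 and 48 of 90 with ComBat over lanes. With scran they were 47 of 78 and with a marker score 35 of 159.

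With the mixed cluster as Xcr1+ that class made up 36.75% of control DCs. Without the deeper Xcr1+ cluster its share was 12.51% and 9.982% in the asthma and tolerance pools, the cDC2-like share 61.93% and 69.88%, and the ratio 1.771 and 1.321. Without 1 lane, the control pool had between 24.34% and 33.33% Xcr1+ and between 50.0% and 60.53% cDC2-like cells. Of 195 alternatives for shares and ratios, 57 moved the value and 138 did not. Without the deeper Xcr1+ cluster, whose leading genes include the cell division gene Rrm2, 3 cell division genes in place of 18 were lower in the Xcr1- class. The Fcgr1+ class held 0 to 114 cells over 10 other random starts.

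The number of genes called between the Xcr1- and Xcr1+ classes (2876) was 1600 with DESeq2, 1718 with the floor of 1200 genes and 1900 without the deeper cluster. Leaving out a lane gave 1878 and 1549, and leaving out the control, asthma or tolerance pool gave 3568, 1573 and 2002. Between the cDC1-like and cDC2-like classes (2612) it was 1285 with DESeq2, 1789 and 1612 without a lane, and 3303, 1440 and 1531 without the pools in the same order. For the Fcgr1+ class it was 706 against the Xcr1+ and 927 against the Xcr1- class with DESeq2, and between 658 and 846 and between 780 and 1161 without a lane. All 1600, 706 and 927 DESeq2 calls named here were among those of edgeR. Without the asthma or the tolerance pool no degrees of freedom were left for the Fcgr1+ class.

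The pool was a block because both classes of a comparison come from the same pools. Without it, 2570 genes were called between the Xcr1- and Xcr1+ classes (2511 of them shared), 1340 between the cDC1-like and cDC2-like classes (1340 shared), 1412 between the Fcgr1+ and Xcr1+ classes (1389 shared) and 1772 between the Fcgr1+ and Xcr1- classes (1725 shared).

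Of the 22 lists, 12 passed between the Xcr1- and Xcr1+ classes with a preset correlation and 0 with an estimated one. Genes found only in the Xcr1+ class numbered 1838 after thinning, and those found only in the Xcr1- class 1305 after thinning and 103 when counted from 5 cells.

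Directions turned as follows. With a floor of 1200 genes, where 151 Xcr1+ cells counted as cDC2-like, cDC1-like over cDC2-like log2 fold changes were 0.01 for Cd14, -0.08 for Cd24a and 0.20 for Irf4. Over the Xcr1+ class, the Fcgr1+ class had Cd74 at -0.07 with that floor and at -0.08 without the deeper cluster, Cxcl9 at -0.46 without the first and 1.49 without the second lane, and Nr4a1 at 0.01 with ComBat over lanes and 0.10 with scran. Il12b stood there at 5.50 with no gene held out, 4.89 at a resolution of 0.8, 5.72 with ComBat over lanes, 5.37 with scran, 1.73 with the floor of 1200 genes, 1.13 with a marker score and 4.14 with clustering on a random part of the UMIs. In the same order, 54 of 121, 51 of 112, 48 of 90, 47 of 78, 1 of 68, 35 of 159 and 41 of 115 Fcgr1+ cells were Xcr1+ in the main clustering. The Fcgr1+ values of these settings, here and below, are thus partly about other cells. Over the Xcr1- class, Il12b stood at 0.78 with no gene held out, 1.04 with ComBat over lanes and 0.33 with scran. Cst3 stood at 0.16 with no gene held out, 0.02 at a resolution of 0.8, 0.32 with ComBat over lanes and 0.36 with scran, Irf8 at 0.33 with ComBat over lanes, 0.29 with scran and 0.10 with the random part, Sirpa at -0.69 with ComBat over lanes and -0.97 with scran, and Zeb2 at -0.85 with ComBat over lanes.

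Comparisons of classes with fewer UMIs and pools may miss more genes, and depth was not separated from the number of pools. In simulated counts with 200 changed genes, 56% of those changed by 1 and 95% of those changed by 2 on the log2 scale were called between the Xcr1- and Xcr1+ classes, against 27% and 63% between the Fcgr1+ and Xcr1- classes, and 6.211% and 1.099% of calls were false.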

Differences from the paper's values

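The paper reports 1892 genes that differ between the cDC1 clusters, of which it calls 995 unique to Xcr1+ and 897 unique to Xcr1- cells (the paper's values). These are counts from a test of differential expression with cells as replicates, for which its text states no threshold, and the counts here are of genes detected, so the quantities are unlike. Tested with pools as replicates over all 3 pools, edgeR called 2876 genes (1492 lower and 1384 higher in the Xcr1- class) and DESeq2 1600 (778 lower and 822 higher), the latter within a ratio of 1.5 of the paper's, and the totals nearest to it were 1878 without the first lane and 1900 without the deeper Xcr1+ cluster. The paper's numbers are of control mice. In the control pool here 3914 genes had a UMI in only 1 of the classes, 3539 of them in the Xcr1+ and 375 in the Xcr1- class. With both classes thinned to the same total UMIs the numbers were 3143, 1838 and 1305, and of these only the last lies within a ratio of 1.5 of the paper's. With a gene counted from 5 cells they were 4894, 4791 and 103, none of which does.

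Of the proliferating cDC2 cells, the paper shows about 16% from control mice (Fig. 3B, read by eye), and 9.78% were found here. A value was taken to differ when it lay outside a ratio of 1.5 and the paper's lay outside its counting interval, which is wider with fewer cells. By that measure there was no difference with ComBat over libraries (12.1%), a marker score per cell (14.4%, where 53 of the 327 cells were Xcr1+ in the main clustering) or without the first or the second lane (10.3% and 9.26%), where the value without the second lane lies further from the paper's than 9.78% and only its interval is wider. The 15.7% found with a floor of 1200 genes per cell is not about this class, since 151 of its 153 cells were Xcr1+ and 1 was proliferating in the main clustering. It remained with no gene held out (9.40%), resolutions of 0.3 and 0.8 (9.78% and 9.36%), ComBat over lanes (8.40%), scran size factors (9.77%) and no doublets removed (9.09%).

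The paper states that Fcgr1 is found in the additional cluster alone. Here 23.6% of proliferating and 9.67% of Id2-low cells had an Fcgr1 UMI as well, against 62.5% of the Fcgr1+ class. The shares are not at equal depth, with median UMIs of 10194, 7171 and 7820.5 in the same order. The proliferating class is also led by C1qa, C1qb and C1qc, and interstitial macrophage-like cells held 183 CPM of Fcgr1. Macrophages as a source of Fcgr1 in the proliferating class were not tested.

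The paper places MHC class II genes and Cd74 higher in Xcr1+ cells in its results and higher in Xcr1- cells in its discussion. Here H2-Ab1 was lower in the Xcr1- class (log2 fold change -1.16), and Cd74, at -0.42, did not pass (adjusted p = 0.125), although it did in 3 of 22 alternatives. The paper's comparison took cells as replicates, and this one pools.

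The paper describes the frequencies of Xcr1+ cells as similar in all conditions. As shares of DCs they were 29.2%, 18.0% and 17.5% here, while the origin of the class's cells by treatment lay close to Fig. 3B and the class with Xcr1 was 3.44%, 3.85% and 3.28% of all kept cells.

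The paper names Ifrd1, Map3k14 and Ifngr1 as active in the Fcgr1+ cluster, from RNA velocity, which was not analysed here. In total expression Ifngr1 did not pass against the Xcr1+ class (0.10, adjusted p = 0.828), Ifrd1 did not pass against the Xcr1- class (adjusted p = 0.916) and Map3k14 was lower than in the Xcr1- class (-1.26), whereas Ifit1 was higher than in both.

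The paper describes the Fcgr1+ cluster in its results as positive for Irf8 with little Irf4, Sirpa and Itgam, and in its discussion as having raised Irf8 and kept the other genes. Here Irf8 was higher there (88.8 CPM) than in the Id2-low (56.0), proliferating (37.2) and Id2-high classes (6.76), without a test, and Irf4 (49.3 against 77.4, 67.9 and 87.9), Itgam (61.2 against 84.7, 101 and 171) and Sirpa (170 against 223, 279 and 232) were lower than in them. Against the cDC1-like classes Irf8 was lower (-4.09 and -2.55), although against the Xcr1- class this did not hold under 5 of 15 alternatives, 3 of which turned the direction. In these 3 the Fcgr1+ class held Xcr1+ cells of the main clustering. They were 48 of 90 with ComBat over lanes, 47 of 78 with scran and 41 of 115 with clustering on a random part of the UMIs. ComBat and scran are steps of the paper's own methods, which name no batch, and the main clustering used neither. With ComBat over libraries the direction did not turn. Which setting lies nearest the paper's cluster was not tested.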

Other observations

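The tests of free RNA and doublets, of each lineage list by itself, of macrophage-like and monocyte-like cells, and of genes with at least 20 expected UMIs were chosen only after the results they measure were seen.

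Irf8 had a UMI in only part of the Xcr1- cDC1-like cells. Free RNA of Xcr1+ cells, or doublets with them, would bring Clec9a, which was held out of the clustering, along with Irf8, but it had 12 UMIs for 858 of Irf8 in the Xcr1- class against 471 for 4596 in the Xcr1+ class, a relative ratio of 0.1365 (interval 0.0697 to 0.242), which argues against this as the whole source. With each cell thinned to 2000 UMIs, 59.6% of 297 Xcr1- cells had no Irf8 UMI, against a Poisson share of 37.67%. This argues against UMIs missed at an even level of Irf8 as the whole source. The excess of 1.582 (median 1.14 of 218 genes of like mean) lay at percentile 93.58, close to the limit of 95 set for it. Genes ranked above Irf8 may themselves vary between cells. The rank therefore does not decide how far UMIs missed at low depth contribute, which stays open. Cells of both cDC lineages in the class may also contribute: at 2000 UMIs per cell, the cDC1 over the cDC2 lineage genes in cells with an Irf8 UMI stood at 1.372 relative to cells without (interval 0.891 to 2.09), and at 1.829, 1.736 and 0.638 in the control, asthma and tolerance pools, and over all pools it came from fewer cDC2 lineage UMIs (5.63 against 8.38 per cell, ratio 0.672, interval 0.613 to 0.736) and not from more cDC1 lineage UMIs (0.333 against 0.362, ratio 0.922, interval 0.605 to 1.39), of which more had been expected. An interval that includes 1 had been set beforehand to count against this, but it reaches 2.09 and so does not exclude a ratio above 1, as the interval for the cDC1 genes does not exclude a higher level, and the question was left open for that reason.

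Fcgr1 was high in the interferon-high DC-like class, and macrophages were sorted and mixed with the DCs, so other cells in the class are a candidate source. At the Fcgr1 level of the interstitial macrophage-like or classical monocyte-like cells measured here, a share of 1.72 or 1.64 of the class would be needed, more than the whole, so the test took the whole class as such cells. Interstitial macrophage-like cells would then bring 3294 UMIs of C1qa, C1qb and C1qc, and 2 were found (ratio 0.000607), and classical monocyte-like cells 3805 UMIs of Ly6c2, Vcan, F13a1 and Plac8, and 1070 were found (ratio 0.2812, interval 0.265 to 0.299), which argues against either as the whole source. A smaller share of monocyte-like cells, although Ly6C positive cells were gated out of the sorted DCs, cells with more Fcgr1 each after interferon, and alveolar macrophage-like cells, which were not tested, stay open. Expression of Fcgr1 by DCs after allergen stays open as well and was not tested further.

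Genes detected in only 1 of the cDC1-like classes may largely be genes of few UMIs. At the same total UMIs, the lanes of the Xcr1+ class alone had 0.805 times as many genes found in only 1 of them (2611, of which 93.57% had at most 3 UMIs) as the Xcr1+ and Xcr1- classes had (3244, of which 84.0% did), which leaves the question open for most of these genes. With the classes thinned to 267396 and 51402 UMIs, the ratio of their depths, 6 genes of only the Xcr1+ class had 0 UMIs and at least 20 expected in the other, against 0 between lanes thinned alike, which argues against few UMIs for these, and by the same rule 33 genes were found in only the Xcr1- class, against 5 and 1 between the lanes in their 2 orders. In 200 overlapping draws of 28 Xcr1+ cells of 1 lane, as many cells as the Xcr1- class has in the control pool, set against the other lane at the same totals, the highest numbers were 1 and 4, which argues against few cells as the whole explanation of the 6 and the 33. Few UMIs stay open for single genes among the 33, and the classes were drawn by expression, which the draws do not copy.

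The 6 libraries of each comparison of cDC1-like or cDC2-like classes make 10 splits into groups of 3, too few for a share under 0.05. The real split, 1 of the 10, called 2876 genes between the Xcr1- and Xcr1+ classes and 2612 between the cDC1-like and cDC2-like classes, and the highest other split called 0.

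Some genes differed between treatments inside a class, as values of 1 pool each. Ccl24 had 2612 UMIs in the Xcr1- cells of the asthma pool, 290 in those of the tolerance pool and 0 in those of the control pool. Il12b and Ccl5 stood lower in the Xcr1- cells of the asthma than of the control pool, at log2 ratios of -2.40 and -2.39.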
